# The *SAP* function in pistil development was proved by two allelic mutations in Chinese cabbage (*Brassica rapa* L. ssp. *pekinensis*)

**DOI:** 10.1186/s12870-020-02741-5

**Published:** 2020-11-30

**Authors:** Shengnan Huang, Wenjie Liu, Junjie Xu, Zhiyong Liu, Chengyu Li, Hui Feng

**Keywords:** Chinese cabbage, Female sterility, *STERILE APETALA*, RNA-Seq, EMS mutagenesis

## Abstract

**Background:**

Pistil development is a complicated process in plants, and female sterile mutants are ideal material for screening and cloning pistil development-related genes. Using the female sterile mutant (*fsm1*), *BraA04g009730.3C* was previously predicted as a candidate mutant gene encoding the STERILE APETALA (SAP) transcriptional regulator. In the current study, a parallel female sterile mutant (*fsm2*) was derived from EMS mutagenesis of a Chinese cabbage DH line ‘FT’ seeds.

**Results:**

Both *fsm2* and *fsm1* mutant phenotypes exhibited pistil abortion and smaller floral organs. Genetic analysis indicated that the phenotype of mutant *fsm2* was also controlled by a single recessive nuclear gene. Allelism testing showed that the mutated *fsm1* and *fsm2* genes were allelic. A single-nucleotide mutation (G-to-A) in the first exon of *BraA04g009730.3C* caused a missense mutation from GAA (glutamic acid) to GGA (glycine) in mutant *fsm2* plants. Both allelic mutations of *BraA04g009730.3C* in *fsm1* and *fsm2* conferred the similar pistil abortion phenotype, which verified the *SAP* function in pistil development. To probe the mechanism of *SAP*-induced pistil abortion, we compared the mutant *fsm1* and wild-type ‘FT’ pistil transcriptomes. Among the 3855 differentially expressed genes obtained, 29 were related to ovule development and 16 were related to organ size.

**Conclusion:**

Our study clarified the function of *BraA04g009730.3C* and revealed that it was responsible for ovule development and organ size. These results lay a foundation to elucidate the molecular mechanism of pistil development in Chinese cabbage.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12870-020-02741-5.

## Background

Female sterility refers to the phenomenon in which pistil fertility is reduced or completely aborted due to the abnormal development of female organs in plants. The pistil structure is complex, and an abnormal female organ development may lead to female sterility in the sporophyte and gametophyte stages. According to the specific period of pistil abortion, female plant sterility can be divided into three types: (1) abnormal pistil, (2) abnormal ovule, and (3) abnormal egg cell [1]. Sterile female plants are highly useful in studying the developmental mechanism and genetic breeding of female organs in higher plants [2–4].

Among the floral organs, the pistil has the most complex structure, and its reproductive growth and development processes are regulated by a large number of transcription factors and functional genes [5–7]. Several genes regulating pistil development and physiological and biochemical changes during pistil abortion have been identified through mapping and cloning of female sterile mutant genes in *Arabidopsis thaliana*, rice, cotton, maize, and rapeseed, leading to a gradual understanding of the morphological model and genetic regulation of pistil development [8–12]. High-throughput transcriptome sequencing of female sterile mutants enables to explore the metabolic pathway changes that occur during pistil abortion at the transcriptional level; screening of key genes regulating pistil development is helpful in studying pistil and ovule development, as well as the genetic regulation mechanism [13–17].

Pistil development is a complex process controlled by multiple genes. Coen and Meyerowitz [18] proposed the ABC model of floral organ development, then Colombo et al. [19] and Theissen [20] extended the ABC model to the ABCD and ABCDE models. Among these, class D genes regulate ovule development, and most genes in the ABCDE model belong to the MADS-box gene family [21]. There are several collateral homologous genes in the MADS-box gene family that jointly regulate flower development [19, 22–24]. In *A. thaliana*, the ovule identity genes identified include *AGAMOUS* (*AG*), *BELL1* (*BEL1*), *SEEDSTICK* (*STK*), SHATTERPROOF1*/2* (*SHP1/SHP2*), *CUP-SHAPED COTYLEDON3* (*CUC3*), and *PRETTY FEW SEEDS2* (*PFS2*); these genes are closely related to ovule morphogenesis and encode proteins that contain the conserved MADS-box functional domains [25–30]. Genes associated with ovule primordia formation include *AINTEGUMENTA* (*ANT*), *WUSCHEL* (*WUS*), *NOZZLE* (*NZZ*), *INNER NO OUTER* (*INO*), *BEL1,* and *PHABULOSA* (*PHB*) [4, 31–34]. In addition, several genes related to integument development have been isolated and divided into two categories: one category controls the early development of integument and includes *HUELLENLOS* (*HLL*), *ANT*, *NZZ*, and *INO* [35–38]; the other controls the later development of integument and includes *SHORT INTEGUMENT1* (*SIN1*), *SUPERMAN* (*SUP*), *STRUBBELIG* (*SUB*), *ARABIDOPSIS CRINKLY4* (*ACR4*), *ABERRANT TESTA SHAPE* (*ATS*), *KANADI1/2* (*KAN1/2*), *UNICORN* (*UCN*), and *TSO1* [39–43].

In our previous study, we obtained a female sterile mutant *fsm* (namely *fsm1* here) by isolated microspore culture combined with ethyl methanesulfonate (EMS) mutagenesis of the Chinese cabbage (*Brassica rapa* L. ssp. *pekinensis*) double haploid (DH) line ‘FT’ [44]. Pistil abortion in the *fsm1* mutant was caused by abnormal ovules and *BraA04g009730.3C* (version 3.0) was presumed to be the candidate gene in the *fsm1* mutant based on map-based cloning and whole-genome re-sequencing [12]. *BraA04g009730.3C* encodes STERILE APETALA (SAP), a transcriptional regulator that plays an important role in floral organ development. In *A. thaliana*, *SAP* not only regulates flower and ovule development [45], but also controls organ size by affecting cell proliferation [46].

In this study, the DH line ‘FT’ was used as mutagenic material; germinating ‘FT’ seeds were treated with EMS solution to develop another parallel female sterile mutant (*fsm2*) whose phenotype was consistent with that of mutant *fsm1*. Allelism testing indicated that the mutant genes *fsm1* and *fsm2* were allelic. These two parallel mutants were used to verify the function of *BraA04g009730.3C*. To investigate the potential mechanism of ovule development, RNA-sequencing was used to compare the pistil transcriptome of mutant *fsm1* and wild-type ‘FT’ plants. Genes related to ovule development and organ size were identified and screened, laying a foundation to further reveal the pistil abortion mechanism in Chinese cabbage.

## Results

### Comparison of morphological characteristics between the *fsm1* and *fsm2* mutants

The *fsm2* mutant phenotype was highly consistent with that of the *fsm1* mutant. Compared with the wild-type ‘FT’ plants, the mutant *fsm2* plants exhibited pistil abortion. As shown in Fig. 1b, the ovary was thin and short. In addition, the four-whorled floral organs of the mutant *fsm2* plants were significantly smaller those of the wild-type plants (Fig. 1).

**Fig. 1:**
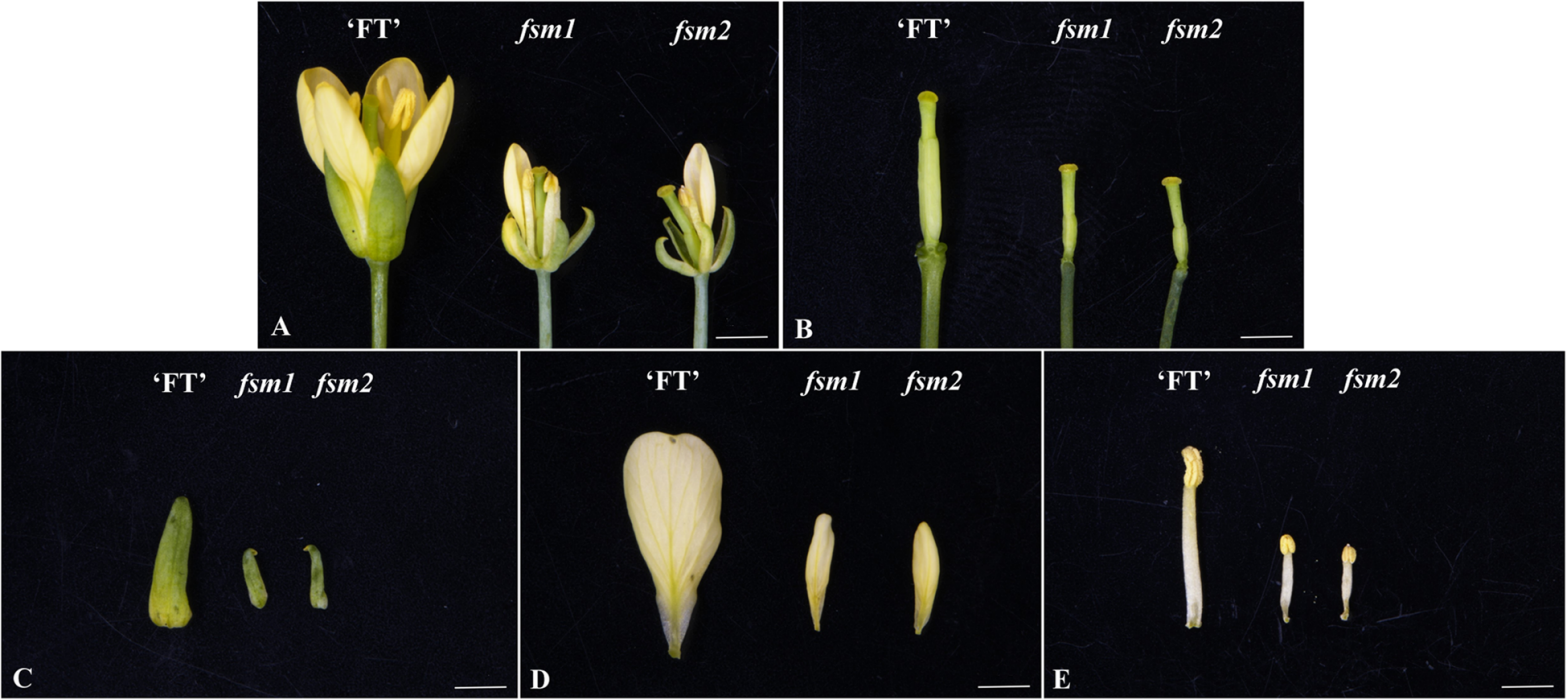
Morphological characterization of the wild-type ‘FT’ plants and female-sterile *fsm1* and *fsm2* mutants*.* **a**. Flowers of the wild-type ‘FT’ plants and *fsm1* and *fsm2* mutants. **b**. Pistils of the wild-type ‘FT’ plants and *fsm1* and *fsm2* mutants. **c**. Sepals of the wild-type ‘FT’ plants and *fsm1* and *fsm2* mutants. **d**. Petals of the wild-type ‘FT’ plants and *fsm1* and *fsm2* mutants. **e**. Stamens of the wild-type ‘FT’ plants and *fsm1* and *fsm2* mutants. Scale bar: 1 mm

As shown in Table 1, when a mutant *fsm2* plant was used as the female parent, irrespective of whether its pollen or foreign (wild-type ‘FT’) pollen was employed as the male parent, no seed was harvested from the offspring. However, when a mutant *fsm2* plant was used as the male parent, seeds could be collected from the offspring. Therefore, stamen fertility was normal but the pistil was abortive. Furthermore, female sterility of the *fsm2* mutant was stable.

**Table 1:** Seed-setting rates of mutant *fsm2*

Generation	No. of pollinated flower buds	No. of harvested seeds	No. of seeds per bud
*fsm2* × *fsm2*	60	0	0
*fsm2* × ‘FT’	60	0	0
‘FT’ × *fsm2*	60	657	10.95

### Genetic analysis of mutant *fsm2*

When a wild-type ‘FT’ plant was used as the female parent and the *fsm2* mutant was used as the male parent for hybridization, the phenotype of all plants was consistent with that of the wild-type ‘FT’ in the F_1_ generation. In the F_2_ generation, the segregation ratio was 3:1, whereas the segregation ratio was approximately 1:1 in the BC1 generation (F_1_ × *fsm2*). These results suggest that the *fsm2* mutant phenotype was controlled by a single recessive nuclear gene (Table 2).

**Table 2:** Genetic analysis of the *fsm2* mutant in Chinese cabbage

Generation	‘FT’	*fsm2*	Total	Segregation Ratio	Expected Ratio	Chi-square (χ2)
P_1_ (‘FT’)	30	0	30			
P_2_ (*fsm2*)	0	30	30			
F_1_ (P_1_ × P_2_)	200	0	200			
F′_1_ (P_2_ × P_1_)	0	0	0			
BC_1_ (F_1_ × ‘FT’)	193	0	193			
BC_1_ (F_1_ × *fsm2*)	98	88	186	1.11: 1	1:1	2.15
F_2_	172	53	225	3.25: 1	3:1	0.81

### Allelism testing

The reciprocal cross of both F_1_ (‘FT’ × *fsm1*) and F_1_ (‘FT’ × *fsm2*) exhibited character segregation. In the offspring, the segregation ratios of the wild-type-to-mutant plants were 137:32 (χ^2^ = 1.24 < χ^2^_0.05, 1_ = 3.84) and 147:45 (χ^2^ = 0.09 < χ^2^_0.05, 1_ = 3.84), respectively, consistent with the 3:1 segregation ratio. These results indicated that the mutant genes *fsm1* and *fsm2* were allelic and caused by mutations in the same gene.

### *BraA04g009730.3C* clone in mutant *fsm2*

A *BraA04g009730.3C* clone in mutant *fsm2* plants showed a single nucleotide mutation (G-to-A, A04: 7543809) in the first exon, causing an amino acid change from glutamic acid (G) to glycine (E), which differed from the mutation site of the *fsm1* mutant (Fig. 2a, b). The three-dimensional structures of the proteins showed that the amino acid conformation between the wild-type ‘FT’ and mutant *fsm2* were different at the mutant site (Fig. 2c). These results indicated that the two allelic mutations in *BraA04g009730.3C* conferred the similar pistil abortion phenotype and verified *SAP* function in pistil development.

**Fig. 2:**
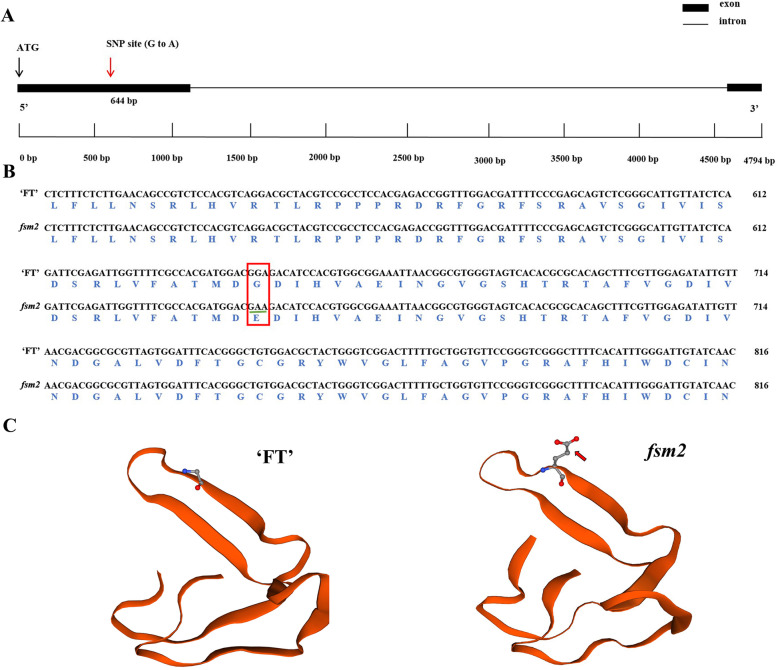
Comparison of *BraA04g009730.3C* gene structure and sequence alignment between wild-type ‘FT’ and mutant *fsm2* plants. **a**. Gene structure of *BraA04g009730.3C* and the single nucleotide polymorphism (SNP) site. **b**. Alignment of *BraA04g009730.3C* encoding sequences and amino acid sequences. The green underline and red frame show the sites where the SNP and the non-synonymous mutation occurred, respectively. **c**. Partial three-dimensional structure of *BraA04g009730.3C* in wild-type (left) and mutant *fsm2* (right). Amino acid sequences include the SNPs. The red arrow represents different amino acid conformations at the mutation site

### Illumina paired-end sequencing and global data analysis

The *fsm1* and *fsm2* plants are allelic mutants with different mutations in *BraA04g009730.3C* that encode a SAP transcriptional regulator. To examine the possible pathways through which *SAP* may regulate pistil development in the *fsm* plants, a comparative transcriptome analysis of ‘FT’ and *fsm1* pistils was conducted. 

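Messenger RNA of pistils was sequenced in 6 libraries, 3 biological replicates of the wild-type ‘FT’ (FT1, FT2 and FT3) and 3 of the female sterile mutant *fsm1* (M1, M2 and M3). The authors mapped the clean reads with HISAT2 to the *Brassica rapa* V3.0 genome. For each library they deposited the genes with an FPKM (fragments per kilobase of coding length, scaled by the total of the library) above 1, each with its read count and FPKM. The totals implied by FPKM were 16956740, 16584936 and 17755161 in FT1, FT2 and FT3 and 16873775, 17630772 and 16941381 in M1, M2 and M3. These totals were used here, and the listed genes held at least 99.7% of each. The paper's Table 3 gives 37249014 to 39788236 uniquely mapped reads per library. Sequencing was paired-end and that table counts single reads, so its numbers need not be in the unit of the totals. Of 27803 genes listed in at least 1 library, 24506 were listed in all 3 libraries of at least 1 genotype. These were tested with edgeR's quasi-likelihood test on the counts, with the totals scaled by TMM factors of 0.946 to 1.05. A gene absent from a library is not at a count of 0; it was given the highest whole count that stays within an FPKM of 1. Genes were called at an adjusted p (Benjamini-Hochberg) under 0.05, and log2 fold changes are *fsm1* over ‘FT’. The biological coefficient of variation was 0.365. Symbols are the best Swiss-Prot matches given with the counts, mostly of *Arabidopsis thaliana*, and several genes carry the same symbol. Pearson's correlation of log2 expression across genes, which are not independent replicates, was 0.904 to 0.964 within ‘FT’ and 0.905 to 0.931 within *fsm1*. Between the genotypes it was 0.805 to 0.911. The first principal component, with 51.2% of the variance, parted the genotypes. The second, with 24.3%, parted FT1 and M2 from the other 4 libraries.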

A total of 128,643,734 and 130,558,248 clean reads were obtained from the three biological replicates of the ‘FT’ and *fsm1* plants, respectively. Of the total clean reads, the percentage of reads mapped to the reference genome ranged from 90.66 to 91.76% in the six libraries and 97.48 to 97.88% of the mapped reads were matched to unique genomic locations (Table 3) that could be used for the differential analysis of gene expression between the ‘FT’ and *fsm1* plants*.*

**Table 3:** Read statistics based on the RNA-Seq data of six libraries of the ‘FT’ and mutant *fsm1* plants

Summary	FT1	FT2	FT3	M1	M2	M3
Total clean reads	42,746,476	41,561,500	44,335,758	42,295,428	45,020,978	43,241,842
Total base pairs	6,411,971,400	6,234,225,000	6,650,363,700	6,344,314,200	6,753,146,700	6,486,276,300
Total mapped reads	39,033,708 (91.31%)	38,088,951 (91.64%)	40,682,504 (91.76%)	38,770,778 (91.67%)	40,816,520 (90.66%)	39,425,925 (91.18%)
Uniquely mapped reads	38,117,525 (97.65%)	37,249,014 (97.79%)	39,755,549 (97.72%)	37,950,226 (97.88%)	39,788,236 (97.48%)	38,451,819 (97.53%)
Multiple mapped reads	916,183 (2.35%)	839,937 (2.21%)	926,955 (2.28%)	820,552 (2.12%)	1,028,284 (2.52%)	974,106 (2.47%)

Note: Total mapped reads are the sum of uniquely matched reads and multiple mapped reads

In addition, 24,494 (FT1), 24,668 (FT2), 24,863 (FT3), 24,918 (M1), 24,860 (M2), and 25,418 (M3) genes expressed were generated from these six libraries, respectively (Additional file 1: Table S1).

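Pollen genes varied between libraries of the same genotype. Of 38 on a list of pollen genes, 22, 35 and 25 were listed in FT1, FT2 and FT3, and 33, 15 and 24 in M1, M2 and M3. The libraries listed 24493 to 25417 genes, with a median of 24861. Of these, 22180 were listed in all 6 libraries. At an FPKM of at least 2, 22498 to 23246 genes per library remained.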

### Differentially expressed genes (DEGs) between the ‘FT’ and *fsm1* plants

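Genes of cytokinin activation, lignan formation and glucosinolate breakdown were among the largest decreases in *fsm1* pistils. *LOG5* (*BraA08g015440.3C*) had 55.7 ± 10.1 in ‘FT’ and 1.46 ± 0.155 in *fsm1* (mean FPKM ± SD, n = 3; log2 fold change -5.15, standard error 0.28, adjusted p = 0.0051 from edgeR). It encodes an enzyme that releases active cytokinin and lies on chromosome A08, from 12711356 to 12712999. Dirigent proteins steer the coupling of phenolic radicals in lignan formation. *DIR3* (*BraA01g037900.3C*) had 148 ± 34.9 in ‘FT’ and 3.98 ± 1.18 in *fsm1* (log2 fold change -5.13, standard error 0.34, adjusted p = 0.0051 from edgeR). *DIR14* (*BraA02g028490.3C*) had 74.7 ± 19.5 in ‘FT’ and 2.28 ± 0.687 in *fsm1* (log2 fold change -4.94, standard error 0.36, adjusted p = 0.0051 from edgeR). The epithiospecifier gene *ESP* (*BraA06g043050.3C*) had 148 ± 51.1 in ‘FT’ and 5.19 ± 0.356 in *fsm1* (log2 fold change -4.74, standard error 0.33, adjusted p = 0.0051 from edgeR). Its product directs glucosinolate breakdown toward nitriles. The 8 largest decreases were taken among called genes that all 6 libraries listed, with a mean FPKM of at least 5. The other 4 of them were *IGMT5* (*BraA07g040330.3C*), an indole glucosinolate methyltransferase, *WSCP* (*BraA09g036210.3C*), a protease inhibitor, *BraA01g009980.3C* and *BraA03g039290.3C*. They had log2 fold changes of -4.54, -4.28, -3.72 and -3.67 (adjusted p 0.0345, 0.00853, 0.0051 and 0.00546 from edgeR). In all 8 genes, each *fsm1* library lay below each ‘FT’ library, which the rule for choosing them required. Without FT2, FT3, M2 or M3, 7 of the 8 were called, and without FT1 or M1 all 8. At the paper's thresholds, an unadjusted p under 0.05 and a log2 fold change beyond 1 in size, 3882 genes differed, 2436 higher and 1446 lower in *fsm1*. At an adjusted p under 0.05, edgeR called 1267 genes, 835 higher and 432 lower. In all of these the libraries of the genotypes did not overlap, as in 33.3% of all tested genes, where chance gives 10%. Where called genes are said below to have libraries without overlap, this thus adds nothing to the call. Single libraries weighed on the number of calls: 186 higher and 154 lower without FT1, 4 and 18 without FT2, 3 and 16 without FT3, 310 and 61 without M2, and 220 and 65 without M3.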

A comparison of ‘FT’ vs. *fsm1* plants revealed 3855 DEGs, of which 2356 were upregulated and 1499 were downregulated (Additional file 2: Table S2). 

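Chloroplast genes led the increases in *fsm1* pistils. The chlorophyll a/b binding protein gene *CAB1* (*BraA05g010690.3C*) had 8.66 ± 4.33 in ‘FT’ and 546 ± 579.7 in *fsm1* (mean FPKM ± SD, n = 3; log2 fold change 6.09, standard error 0.96, adjusted p = 0.024 from edgeR). This was the largest increase among called genes that all 6 libraries listed, with a mean FPKM of at least 5. The gene lies on chromosome A05, from 5718804 to 5719604. A further antenna gene, *LHCB2.4* (*BraA06g037410.3C*), had 3.44 ± 1.81 in ‘FT’ and 184 ± 112 in *fsm1* (log2 fold change 5.84, standard error 0.69, adjusted p = 0.0158 from edgeR). Small subunits of Rubisco, the enzyme that fixes carbon dioxide, were among the 8 largest increases of such called genes. *RBCS* (*BraA07g019510.3C*) had 16.2 ± 15.8 in ‘FT’ and 893 ± 461 in *fsm1* (log2 fold change 5.89, standard error 0.89, adjusted p = 0.0225 from edgeR). A second copy, *BraA04g014860.3C*, had 73.6 ± 46.4 in ‘FT’ and 1789.5 ± 892 in *fsm1* (log2 fold change 4.71, standard error 0.67, adjusted p = 0.0207 from edgeR). The gibberellin-regulated peptide gene *GASA1* (*BraA07g039240.3C*) had 30.0 ± 8.22 in ‘FT’ and 852 ± 510.4 in *fsm1* (log2 fold change 4.93, standard error 0.61, adjusted p = 0.0158 from edgeR). The other 3 of the 8 were the photosystem II gene *PSBT* (*BraA06g002680.3C*) and *BraA10g012680.3C* and *BraA09g013820.3C*, which carry no symbol. They had log2 fold changes of 5.14, 6.08 and 5.26 (adjusted p 0.0487, 0.0354 and 0.0461 from edgeR). All 3 *fsm1* libraries were above all 3 ‘FT’ libraries in each of the 8 genes, which the rule for choosing them required. Of the 8, 2 were called without FT1, 0 without FT2 or FT3, 5 without M2, 4 without M3 and all 8 without M1. Of all called genes, 65.9% were higher in *fsm1*, and the split moved with the processing. It was 757 higher and 622 lower (54.9%) with library totals without TMM, and 734 and 622 (54.1%) with totals of uniquely mapped reads. With limma on log2(FPKM + 1), where the test differed too, it was 693 and 617 (52.9%). Most calls were lower without FT2 (4 higher and 18 lower) and without FT3 (3 and 16). The median log2 fold change of all genes was -0.10, -0.11 and -0.086 with library totals, uniquely mapped reads and limma.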

The number of upregulated DEGs was significantly higher than that of the downregulated DEGs in the *fsm1* mutant. Of the DEGs, 106 were specifically expressed, with 21 and 85 specifically expressed in the ‘FT’ and *fsm1* plants, respectively (Additional file 3: Table S3).

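Genes listed in all 3 libraries of 1 genotype and in none of the other included regulators of auxin response and of abaxial cell fate in ‘FT’ and the cell death gene *CEP1* in *fsm1*. The most abundant in ‘FT’ were a *SAUR50* gene of the auxin response (*BraA03g059020.3C*), the B3 domain gene *REM20* (*BraA07g021210.3C*) and the YABBY gene *YAB1* (*BraA03g023630.3C*). They had mean FPKM of 20.8 ± 7.03, 17.4 ± 2.89 and 13.4 ± 1.44 (± SD, n = 3; adjusted p 0.00853, 0.0051 and 0.00557 from edgeR). The most abundant in *fsm1* were the xylosidase gene *BXL1* (*BraA06g034760.3C*), the peptide precursor gene *CEP13* (*BraA08g029480.3C*), a pathogenesis-related protein 5 gene (*BraA06g014920.3C*) and *CEP1* (*BraA03g026210.3C*), a cysteine endopeptidase of programmed cell death. Their mean FPKM were 67.7 ± 113, 48.6 ± 78.2, 44.3 ± 69.9 and 39.4 ± 34.1. The means of the first 3 rested on M3, with 198 in M3 against 3.73 in M1 and 1.03 in M2 for *BXL1*. These were 139, 4.99 and 1.87 for *CEP13* and 125, 2.16 and 5.74 for the pathogenesis-related gene. These 3 genes did not pass edgeR's test (adjusted p 0.102, 0.0911 and 0.0827), and *CEP1* did (adjusted p = 0.0206). Over all genes, 206 were listed in ‘FT’ alone in this way and 337 in *fsm1* alone, at a median FPKM of 2.07 and 3.14, close to the limit of 1. Of these, edgeR called 52 and 108. Of the 21 ‘FT’-specific genes in Table S3, 18 were listed in at least 1 library and examined. All 3 ‘FT’ libraries listed 5 of them, and 1 or 2 listed the other 13. The 5 included the growth regulator gene *GRF5* (*BraA01g037660.3C*). Of the 85 *fsm1*-specific genes, 54 were listed in at least 1 library and examined. All 3 *fsm1* libraries listed 11 of them, and 1 or 2 listed the other 43. The remaining genes of both groups were listed in none of the 6 libraries, so none was above an FPKM of 1. The 11 included *CEP13*, the cytokinin response regulator gene *ARR22* (*BraA03g031570.3C*) and *HSP14.7* (*BraA06g041000.3C*). Of the examined genes of Table S3, edgeR called 2 of the ‘FT’-specific and 3 of the *fsm1*-specific ones. *GRF5*, *CEP13*, *ARR22* and *HSP14.7* did not pass the test (adjusted p 0.474, 0.0911, 0.0858 and 0.0937 from edgeR). None of the examined genes was listed in a library of the other genotype; the study chose these groups on the same libraries, so this is not independent evidence. Of the 52 called ‘FT’ genes, 27 remained called without FT1, 5 without FT2, 4 without FT3, 31 without M1, 10 without M2 and 10 without M3. Of the 108 called *fsm1* genes, 17, 1, 0, 100, 48 and 47 were called when these libraries were left out in turn.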

### Functional enrichment analysis of DEGs

The GO functional enrichment analysis was performed to identify the biological functions of DEGs. We identified 1304 enriched GO terms. Of these, 768, 126, and 410 GO terms were in the “biological process,” “cellular component,” and “molecular function” categories, respectively (Additional file 4: Fig. S1). Two GO terms related to flower development were identified (“flower development” (GO: 0009908; four DEGs) and “regulation of flower development” (GO: 0009909; one DEG)). In addition, numerous GO terms associated with plant hormone metabolism were also identified, including “response to hormone” (GO: 0009725; 21 DEGs), “hormone-mediated signaling pathway” (GO: 0009755; one DEG), and “response to auxin” (GO: 0009733; 16 DEGs). 

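A homolog of *SPL3*, a SQUAMOSA promoter-binding-like regulator of the floral transition, was lower in *fsm1* pistils, and *TSF*, a homolog of the florigen gene *FLOWERING LOCUS T*, was higher. *SPL3* (*BraA04g024340.3C*) had a mean FPKM of 169 in ‘FT’ and 73.5 in *fsm1* (n = 3 libraries each; log2 fold change -1.11, standard error 0.18, adjusted p = 0.0267 from edgeR). *TSF* (*BraA07g031650.3C*) had 1.46 in ‘FT’ and 14.2 in *fsm1* (log2 fold change 3.36, standard error 0.38, adjusted p = 0.0149 from edgeR). In both genes the 3 libraries of 1 genotype lay above the 3 of the other. The term flower development held 4 tested genes, 1 lower, 0 higher and 3 not past the test. Adjusted over the list alone, 2 were lower. Its other tested genes were *SPL3* genes (*BraA03g017890.3C* and *BraA05g011150.3C*) and *SPL5* (*BraA05g031900.3C*). They had log2 fold changes of -1.16, 0.10 and -0.96 (adjusted p 0.0653, 0.881 and 0.196 from edgeR). *TSF* was the 1 tested gene of regulation of flower development.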

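Genes annotated to response to hormone were auxin response factors, with 1 exception, and 2 of them were lower in *fsm1*. *ARF4* (*BraA10g018230.3C*) had a mean FPKM of 18.7 in ‘FT’ and 5.1 in *fsm1* (n = 3 each; log2 fold change -1.78, standard error 0.29, adjusted p = 0.0258 from edgeR). *ARF3* (*BraA04g024390.3C*) was the other, and in both genes every *fsm1* library lay below every ‘FT’ library. The genes matching *ARF6* and *ARF8*, which promote flower maturation, did not pass the test. *ARF6* genes (*BraA08g023340.3C* and *BraA09g034710.3C*) had log2 fold changes of -0.83 and -0.20 (adjusted p 0.131 and 0.647 from edgeR). *ARF8* genes (*BraA04g010190.3C* and *BraA07g031730.3C*) had -0.42 and -0.23 (adjusted p 0.431 and 0.601 from edgeR). The term held 28 tested genes, 0 higher, 2 lower and 26 not past the test (2 higher and 5 lower when adjusted over the list alone). Response to auxin held 59 tested genes, mostly *SAUR* genes, 5 higher and 5 lower (8 and 5 when adjusted over the list alone). By Fisher's exact test with Benjamini-Hochberg adjustment it was not enriched among the genes lower in *fsm1* (adjusted p = 0.0842). By this exact test, the genes higher in *fsm1* were enriched in photosynthesis (23 of 71 tested genes against 2.46 expected, adjusted p = 4.7e-14). Light harvesting (13 of 27 tested genes against 0.934 expected, adjusted p = 3.2e-10; exact test) and oxidation-reduction process (59 of 745 tested genes against 25.8 expected, adjusted p = 2.4e-07) were enriched as well. The lower genes were enriched in multicellular organism development (12 of 48 tested genes against 0.899 expected, adjusted p = 1.0e-08; exact test) and DNA binding (46 of 1140 tested genes against 21.3 expected, adjusted p = 3.3e-05). Of 286 terms with at least 10 of the 13300 annotated and tested genes, 18 were enriched among the higher genes and 4 among the lower genes. The terms rest on the genes called with all 6 libraries. Those fell to 4 higher and 18 lower without FT2 and to 3 and 16 without FT3, and enrichment was not tested with a library left out.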

The significantly enriched GO terms are shown in Additional file 5: Table S4.

The KEGG pathway analysis was performed to confirm the genes involved in metabolic or signal transduction pathways. We identified 117 enriched KEGG pathways. 

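Genes of the photosystems and of their antenna that passed the test were higher in *fsm1* pistils. Antenna proteins pass light energy to the photosystems. Of 27 antenna genes, 13 were higher and 0 lower (26 and 0 when adjusted over the list alone). The antenna gene *LHCA3* (*BraA01g029170.3C*) had 103 ± 2.71 in ‘FT’ and 722 ± 289 in *fsm1* (mean FPKM ± SD, n = 3; log2 fold change 2.91, standard error 0.38, adjusted p = 0.0181 from edgeR). *LHCB2.1* (*BraA03g041940.3C*) had 39.1 ± 17.8 in ‘FT’ and 477 ± 211 in *fsm1* (log2 fold change 3.71, standard error 0.52, adjusted p = 0.0206 from edgeR). The most abundant antenna gene, *LHCB1.3* (*BraA04g024630.3C*), did not pass the test, with 1232 ± 113 in ‘FT’ and 4645 ± 2044 in *fsm1* (log2 fold change 2.02, standard error 0.52, adjusted p = 0.0683 from edgeR). Of 75 photosystem and cytochrome b6f subunits, 31 were higher and 0 lower (59 and 0 when adjusted over the list alone). Of photosystem I, *PSAH1* (*BraA01g036110.3C*) had 31.7 ± 12.9 in ‘FT’ and 179.7 ± 19.6 in *fsm1* (log2 fold change 2.61, standard error 0.34, adjusted p = 0.0176 from edgeR). *PSAE1* (*BraA08g018830.3C*) had 187 ± 33.6 in ‘FT’ and 1045 ± 448 in *fsm1* (log2 fold change 2.59, standard error 0.39, adjusted p = 0.0225 from edgeR). In every called gene of these lists, each *fsm1* library lay above each ‘FT’ library. The median log2 fold changes of the antenna and photosystem lists were 2.43 and 1.77, and that of the antenna list was 1.64 without M3. Against all other genes, limma's camera gave adjusted p of 2.0e-17 and 3.3e-23 with a preset correlation of 0.01, and adjusted p of 0.43 and 0.471 with an estimated correlation. The photosystem, antenna, Calvin cycle, DNA replication and histone lists followed what the paper reports as enriched in these libraries. Their tests are therefore not independent evidence. With an estimated correlation camera called none of 38 gene lists, 4 had an unadjusted p under 0.05. The fry test of limma called 7. It asks whether a list moved in 1 direction against no change, and not whether it differed from other genes. A list whose genes moved both ways can go uncalled by it. Of the 31 called photosystem genes, 2 remained called without FT1, 0 without FT2, 0 without FT3, 26 without M1, 6 without M2 and 5 without M3. Of the 13 called antenna genes, 3 remained called without FT1, 0 without FT2 or FT3, and 5 without M2 or M3.

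**Figure D1:**
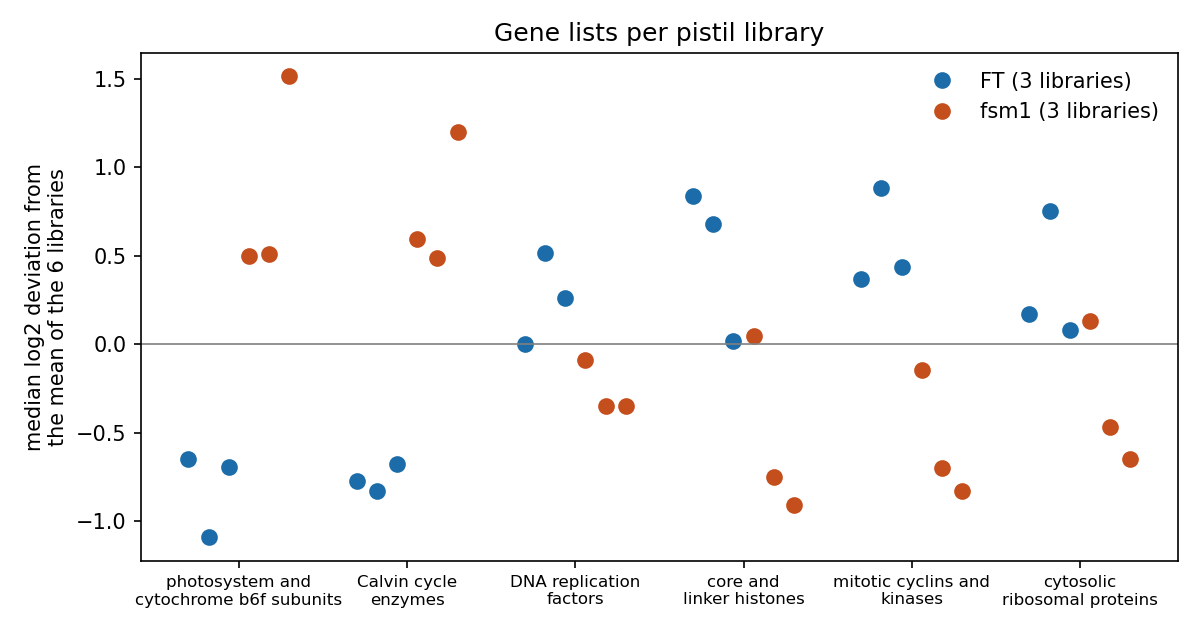
Median log2 deviation of each gene list from the mean of the 6 libraries (vertical axis, log2 units), with 1 point per library, ‘FT’ in blue and *fsm1* in orange. The photosystem list lies at -0.65, -1.09 and -0.69 in FT1, FT2 and FT3 and at 0.50, 0.51 and 1.52 in M1, M2 and M3.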

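Enzymes of the Calvin cycle, which fix carbon, were higher in *fsm1* as well where they passed the test. Of 53 genes of this list, 25 were higher and 0 lower (34 and 0 when adjusted over the list alone). The fructose bisphosphatase gene *CFBP1* (*BraA09g044960.3C*) had 26.1 ± 2.83 in ‘FT’ and 142 ± 27.3 in *fsm1* (mean FPKM ± SD, n = 3; log2 fold change 2.54, standard error 0.25, adjusted p = 0.00922 from edgeR). The most abundant small subunit of Rubisco, *BraA04g011050.3C*, did not pass the test, with 2559 ± 538 in ‘FT’ and 10272 ± 717 in *fsm1* (log2 fold change 2.10, standard error 0.52, adjusted p = 0.0603 from edgeR). The list's median log2 fold change was 1.55 (adjusted p = 6.3e-15 from limma's camera, or adjusted p = 0.43 with an estimated correlation). All 25 called genes were higher in each *fsm1* library than in each ‘FT’ library, and 3 remained called without FT1, 0 without FT2, 0 without FT3, 25 without M1, 16 without M2 and 12 without M3.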

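DNA replication factors and histones had median log2 fold changes below 0, with few genes past the test. Of 87 DNA replication factors, 1 was higher and 3 lower (5 and 24 when adjusted over the list alone). *RPA2B* (*BraA01g043980.3C*) had 16.8 ± 3.43 in ‘FT’ and 5.27 ± 1.18 in *fsm1* (mean FPKM ± SD, n = 3; log2 fold change -1.58, standard error 0.30, adjusted p = 0.0331 from edgeR). It encodes a subunit of the protein that binds single-stranded DNA. The list's higher gene, *BraA09g028890.3C*, matches the receptor kinase gene *TMK3*. Of 64 core and linker histone genes, 1 was higher and 1 lower (1 and 1 when adjusted over the list alone). The histone gene *H2AV* (*BraA09g045430.3C*) had 178 ± 40.3 in ‘FT’ and 52.6 ± 20.1 in *fsm1* (log2 fold change -1.67, standard error 0.33, adjusted p = 0.0377 from edgeR). The higher one, *RAT5* (*BraA10g012720.3C*), had 38.8 ± 4.3 in ‘FT’ and 91.6 ± 22.8 in *fsm1* (log2 fold change 1.34, standard error 0.25, adjusted p = 0.0339 from edgeR). In these called genes the libraries of the genotypes did not overlap. The medians of the replication and histone lists were -0.56 and -1.08. By limma's camera, both lists were lower than other genes (adjusted p = 1.0e-05 and 4.9e-12, or adjusted p = 0.576 and 0.576 with an estimated correlation). Of the 4 called replication genes, 1 remained called without FT1, 0 without FT2, 0 without FT3, 4 without M1, 1 without M2 and 1 without M3. Of the 2 called histone genes, 2 remained called without M1 and 0 without any other library. The counts moved with the libraries and the tool: without M1, edgeR called 10 replication and 17 histone genes lower, and DESeq2 with all libraries called 25 and 27.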

The 20 most significantly enriched KEGG pathways are shown in Fig. 3 and Additional file 6: Table S5. Of these, the “plant hormone signal transduction” pathway (KO04075) was significantly enriched, with 67 DEGs grouped into the auxin (IAA), cytokinin (CK), gibberellin (GA), abscisic acid (ABA), ethylene (ETH), brassinosteroid (BR), jasmonic acid (JA), and salicylic acid (SA) signal transduction pathways. 

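Outside the auxin pathway, few genes of hormone signalling passed the test. A pathogenesis-related gene on the list of salicylic acid signalling, *PRB1* (*BraA03g042600.3C*), had 28.8 ± 9.35 in *fsm1* and was listed in no ‘FT’ library (mean ± SD, n = 3; at least 28.8-fold higher in *fsm1*, adjusted p = 0.00557 from edgeR). It lies on chromosome A03, from 21387971 to 21388456. The bZIP factor gene *TGA4* (*BraA02g003280.3C*) had 2.46 ± 0.433 in *fsm1* and was listed in no ‘FT’ library (at least 2.46-fold higher in *fsm1*, adjusted p = 0.0405 from edgeR). Of 21 genes of salicylic acid signalling, 2 were higher and 0 lower (7 and 0 when adjusted over the list alone). The list's median log2 fold change was 0.92, and 19 of its genes were above 0. By limma's camera it was higher than other genes (adjusted p = 1.1e-04, or adjusted p = 0.43 with an estimated correlation). Of 58 genes of abscisic acid signalling, 1 was higher and 0 lower, with a median of 0.43 and 44 genes above 0 (adjusted p = 0.00398 from limma's camera, or adjusted p = 0.576 with an estimated correlation). The higher gene was *ABI1* (*BraA08g019900.3C*), a phosphatase that restrains the pathway, with 2.03 ± 0.0704 in ‘FT’ and 18.5 ± 12.2 in *fsm1* (log2 fold change 3.30, standard error 0.50, adjusted p = 0.0227 from edgeR). Of 30 genes of cytokinin signalling, 1 was higher and 1 lower. The higher one, *AHP3* (*BraA04g011610.3C*), had 51.1 ± 6.72 in ‘FT’ and 92.2 ± 5.22 in *fsm1* (log2 fold change 0.95, standard error 0.19, adjusted p = 0.04 from edgeR) and was not called with totals of uniquely mapped reads. Of 31 genes of jasmonate signalling, 2 were higher and 1 lower (4 and 1 when adjusted over the list alone). On the lists fixed in advance, no gene of ethylene (23 tested), brassinosteroid (30) or gibberellin signalling (14) was called by edgeR. The brassinosteroid list did not hold the *CYCD3* cyclins, which are given below. At an unadjusted p under 0.05, 2 ethylene genes were higher and 0 lower, 3 and 1 brassinosteroid genes, and 2 and 1 gibberellin genes. DESeq2 called 2 and 0, 1 and 1, and 2 and 0 of them. Each called gene of these lists had all 3 libraries of 1 genotype above all 3 of the other. Without FT3 none of them was called, and without FT2 1, in the salicylic acid list.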

Previous studies have shown that the plant hormones IAA, CK, ETH, GA, JA, and BR can influence the pistil development [11, 47, 48]. Of these, 31 DEGs were enriched in the IAA signal transduction pathway, followed by BR (7 DEGs), JA (5 DEGs), ETH (2 DEGs), CK (1 DEG), and GA (1 DEG) (Additional file 7: Table S6). 

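Both *CYCD3-3* genes, D-type cyclins of the brassinosteroid pathway that start the cell division cycle, were lower in *fsm1*, and the jasmonate synthetase gene *JAR1* was higher. *CYCD3-3* (*BraA09g041350.3C*) had 34.9 ± 8.95 in ‘FT’ and 6.24 ± 1.29 in *fsm1* (mean FPKM ± SD, n = 3; log2 fold change -2.39, standard error 0.29, adjusted p = 0.0158 from edgeR). It lies on chromosome A09, from 32248723 to 32250058. A second copy, *BraA03g045010.3C*, had 9.86 ± 2.49 in ‘FT’ and was listed in 1 of the 3 *fsm1* libraries (log2 fold change -3.11, standard error 0.35, adjusted p = 0.0147 from edgeR). The other *CYCD3* genes, *BraA08g016120.3C*, *BraA01g023270.3C* and *BraA07g016670.3C*, had log2 fold changes of -1.08, -1.13 and -1.13 (adjusted p 0.17, 0.0947 and 0.0865 from edgeR). The receptor gene *BRI1* (*BraA06g044360.3C*) and its inhibitor *BKI1* (*BraA02g030240.3C*) had -1.11 and 1.13 (adjusted p 0.0847 and 0.0805 from edgeR). *JAR1* (*BraA05g001430.3C*) had 15.1 ± 2.34 in ‘FT’ and 45.4 ± 9.36 in *fsm1* (log2 fold change 1.69, standard error 0.24, adjusted p = 0.0207 from edgeR). Its product makes the active conjugate of jasmonate. Of the JAZ repressors, *TIFY10B* (*BraA07g028010.3C*) had 256 ± 83.2 in ‘FT’ and 84.8 ± 9.77 in *fsm1* (log2 fold change -1.49, standard error 0.29, adjusted p = 0.0361 from edgeR). *TIFY11A* (*BraA06g013190.3C*) had 3.62 ± 0.938 in *fsm1* and was listed in no ‘FT’ library (at least 3.62-fold higher in *fsm1*, adjusted p = 0.0267 from edgeR). The cytokinin response regulator gene *ARR2* (*BraA03g046670.3C*) had 3.15 ± 0.383 in ‘FT’ and was listed in no *fsm1* library (at least 3.15-fold lower in *fsm1* by FPKM without TMM scaling, adjusted p = 0.0274 from edgeR). *TIFY9* (*BraA03g005650.3C*), *COI1* (*BraA04g028040.3C*), *PIF3* (*BraA06g006410.3C*), *EBF2* (*BraA09g005890.3C*) and *ERF15* (*BraA05g013460.3C*) did not pass the adjusted threshold. They had log2 fold changes of -1.23, 1.14, 1.07, 1.14 and 1.45. Of the 47 genes of Table S6, auxin genes included, 44 were tested, 8 were higher and 18 lower (15 and 28 when adjusted over the list alone). The study chose them on these libraries, so this is not independent evidence. All 26 called genes had 3 libraries of 1 genotype above 3 of the other, and 9 remained called without FT1, 2 without FT2, 1 without FT3, 19 without M1, 6 without M2 and 5 without M3.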

The DEGs involved in the IAA signal transduction process included auxin1 (*AUX1*), auxin/indole-3-acetic acid (*AUX/IAA*), auxin response factors (*ARF*), *GH3,* and small auxin up RNA (*SAUR*); the majority of these genes were downregulated in the *fsm1* mutant (Fig. 4).

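Auxin transporters and AUX/IAA repressors that passed the test were lower in *fsm1*, as were 3 of 4 *GH3* genes, whereas *SAUR* genes went both ways. The auxin influx carrier gene *LAX2* (*BraA09g055860.3C*) had 24.7 ± 7.92 in ‘FT’ and 6.75 ± 0.84 in *fsm1* (mean ± SD, n = 3 each; log2 fold change -1.78, standard error 0.30, adjusted p = 0.0274 from edgeR). It lies on chromosome A09, from 40181355 to 40183522. Of 10 tested genes of the *AUX1* family, 0 were higher and 2 lower (1 and 4 when adjusted over the list alone). *AUX1* itself (*BraA05g007500.3C*) had 39.7 ± 9.63 in ‘FT’ and 74.4 ± 10.3 in *fsm1* and did not pass the test (log2 fold change 1.00, standard error 0.27, adjusted p = 0.0725 from edgeR). Of 40 AUX/IAA repressors, 0 were higher and 3 lower (0 and 7 when adjusted over the list alone). Of these, *IAA13* (*BraA03g017680.3C*) had 13.9 ± 2.58 in ‘FT’ and 4.97 ± 1.32 in *fsm1* (log2 fold change -1.40, standard error 0.30, adjusted p = 0.0447 from edgeR). *IAA19* (*BraA01g036620.3C*) had 14.2 ± 6.75 in ‘FT’ and 2.67 ± 1.3 in *fsm1* (log2 fold change -2.32, standard error 0.52, adjusted p = 0.0497 from edgeR). Of 9 auxin response factors on a list fixed in advance, 0 were higher and 1 lower (0 and 3 when adjusted over the list alone). The list held only a part of these factors. *ARF4* (*BraA10g018230.3C*), which was not on it, was lower too (log2 fold change -1.78, adjusted p = 0.0258 from edgeR). The lower gene of the list was *ARF3* (*BraA04g024390.3C*), with 13.7 ± 3.39 in ‘FT’ and 4.99 ± 1.17 in *fsm1* (log2 fold change -1.37, standard error 0.29, adjusted p = 0.0451 from edgeR). *GH3* enzymes conjugate auxin or other acids to amino acids. Of 11 *GH3* genes, 1 was higher and 3 lower (1 and 3 when adjusted over the list alone). The higher gene, *GH3.17* (*BraA03g005710.3C*), had 11.5 ± 2.09 in ‘FT’ and 22.8 ± 1.73 in *fsm1* (log2 fold change 1.08, standard error 0.21, adjusted p = 0.0377 from edgeR). Of 52 *SAUR* genes, 5 were higher and 5 lower (8 and 5 when adjusted over the list alone). *SAUR32* (*BraA02g014480.3C*) had 22.4 ± 4.45 in ‘FT’ and 103 ± 19.1 in *fsm1* (log2 fold change 2.29, standard error 0.26, adjusted p = 0.0149 from edgeR). None of the 4 TIR1/AFB receptor genes passed edgeR's test (0 with an unadjusted p under 0.05, and 0 called by DESeq2). The median log2 fold changes were -0.69 for the transporters, -0.23 for receptors, -0.15 for repressors, -0.12 for response factors, -0.012 for *GH3* and -0.13 for *SAUR* genes. By limma's camera none of these lists was called (adjusted p 0.158, 0.454, 0.242, 0.293, 0.678 and 0.919). The study had picked 3 transporters, 6 repressors, 1 response factor, 4 *GH3* and 14 *SAUR* genes from these libraries. Each called gene had all libraries of 1 genotype above all of the other, and without FT3 only 1, a *SAUR* gene, was called.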

**Fig. 3:**
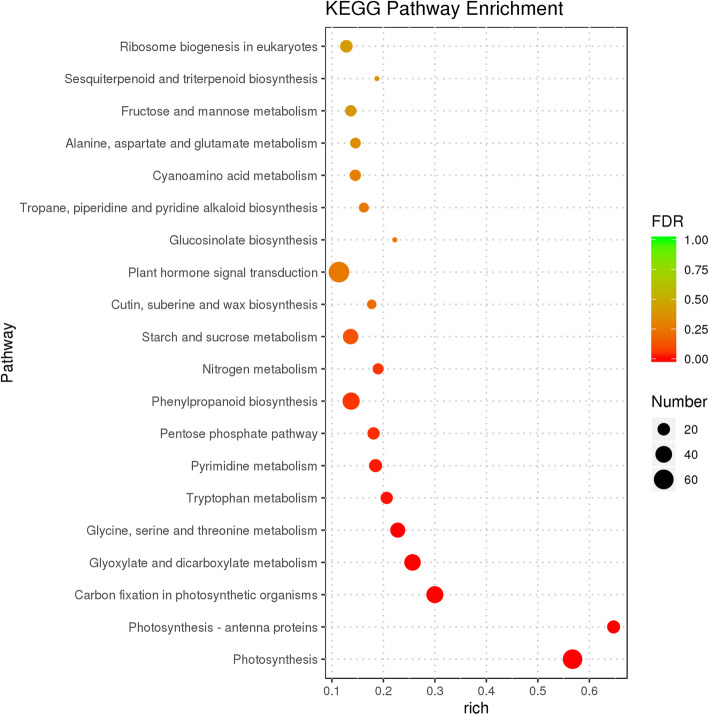
Twenty most significantly enriched KEGG metabolic pathways

**Fig. 4:**
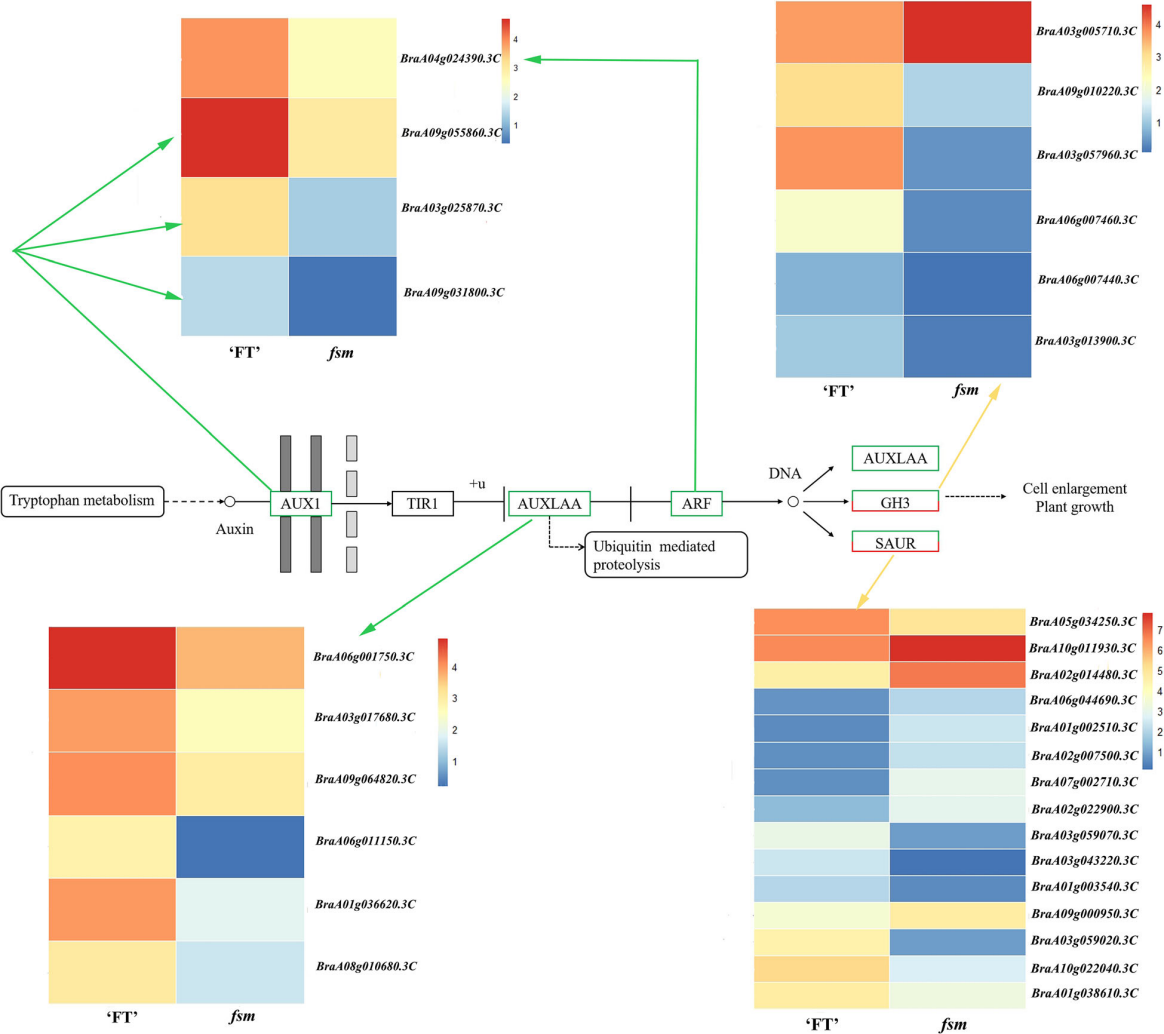
Expression of differentially expressed genes involved in the auxin signal transduction pathway. Note: The bar on the right represents the relative expression values. Gene expression is measured by counting the log_2_-based fragments per kilobase of transcript per million read values. Green arrows indicate genes that were downregulated and yellow arrows indicate genes that were both upregulated and downregulated

### Analysis of DEGs related to ovule development and organ size

Among the DEGs, 29 were related to ovule development. Of these, the *AGAMOUS-like* (*AGL*) genes (*BraA09g048000.3C*, *BraA03g051930.3C*, *BraA03g058700.3C*, *BraA09g006770.3C*, and *BraA06g039170.3C*) were involved in ovule morphogenesis; genes encoding *ANT* (*BraA03g061040.3C* and *BraA05g011060.3C*), *CUC3* (*BraA07g039980.3C*), and *WUS* (*BraA03g038230.3C*, *BraA05g011060.3C*, *BraA05g029540.3C*, and *BraA10g022260.3C*) were involved in ovule primordia formation; and genes encoding *ANT*, *BEL1* (*BraA03g000480.3C*, *BraA04g013970.3C*, *BraA03g058930.3C*, *BraA04g025560.3C*, *BraA03g018820.3C*, *BraA10g033530.3C*, *BraA07g027760.3C*, *BraA05g009430.3C*, *BraA04g017450.3C*, and *BraA07g038990.3C*), *TSO1* (*BraA09g005800.3C*, *BraA01g021830.3C*, and *BraA05g024430.3C*), *SUB* (*BraA06g007870.3C* and *BraA06g001180.3C*), *SUP* (*BraA05g002900.3C*), and *KAN1* (*BraA02g031490.3C*) were involved in integument development. These genes may be associated with pistil abortion in the *fsm1* mutant.

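Genes of ovule primordia that passed the test were lower in *fsm1* pistils. *ANT* (*BraA03g061040.3C*) had 7.74 ± 1.62 in ‘FT’ and was listed in 2 of the 3 *fsm1* libraries (mean FPKM ± SD, n = 3; log2 fold change -2.58, standard error 0.31, adjusted p = 0.0158 from edgeR). It promotes primordium growth and lies on chromosome A03, from 32605052 to 32607504. *CUC3*, named *NAC031* by its protein match (*BraA07g039980.3C*), had 4.27 ± 1.8 in ‘FT’ and was listed in no *fsm1* library (at least 4.27-fold lower in *fsm1* by FPKM without TMM scaling, adjusted p = 0.0354 from edgeR). It acts in organ boundaries and lies on chromosome A07, from 27227377 to 27229408. The genes of the *WUS* family matched *WOX* genes. *WOX1* (*BraA03g038230.3C*, chromosome A03, from 18915771 to 18917799) had 7.97 ± 1.03 in ‘FT’ and was listed in 2 of the 3 *fsm1* libraries (log2 fold change -2.63, standard error 0.30, adjusted p = 0.0156 from edgeR). *BraA05g011060.3C*, whose match is *WOX9* (chromosome A05, from 5933089 to 5934666), had 13.1 ± 6.66 in ‘FT’ and was listed in 1 of the 3 *fsm1* libraries (log2 fold change -3.23, standard error 0.50, adjusted p = 0.0232 from edgeR). In the called genes, all 3 libraries of 1 genotype lay above all 3 of the other.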

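*KAN1* and some homologs of *BEL1*, which the paper groups under integument development, were higher in *fsm1* pistils, while *SUB* and a *TSO1* homolog were lower. Of 10 BEL1-like genes, 4 were higher, 1 lower and 5 not past the test. *BEL1* (*BraA04g013970.3C*) had 4.61 ± 1.08 in ‘FT’ and 13.5 ± 4.12 in *fsm1* (mean FPKM ± SD, n = 3; log2 fold change 1.64, standard error 0.32, adjusted p = 0.0361 from edgeR). *BLH1* (*BraA05g009430.3C*) had 4.47 ± 1.81 in ‘FT’ and 50.5 ± 45.2 in *fsm1* (log2 fold change 3.61, standard error 0.69, adjusted p = 0.0345 from edgeR). The lower one, *BLH11* (*BraA07g038990.3C*), had 8.09 ± 3.67 in ‘FT’ and was listed in 1 of the 3 *fsm1* libraries (log2 fold change -2.90, standard error 0.41, adjusted p = 0.0209 from edgeR). A regulator of abaxial identity, *KAN1* (*BraA02g031490.3C*), had 6.62 ± 3.19 in *fsm1* and was listed in 1 of the 3 ‘FT’ libraries (log2 fold change 2.81, standard error 0.45, adjusted p = 0.0249 from edgeR). The receptor-like kinase gene *SUB* (*BraA06g007870.3C*), also called *STRUBBELIG*, had 11.8 ± 1.4 in ‘FT’ and 5.02 ± 0.8 in *fsm1* (log2 fold change -1.14, standard error 0.22, adjusted p = 0.0359 from edgeR). The *TSO1* homolog *TCX2* (*BraA01g021830.3C*) had 8.09 ± 2.29 in ‘FT’ and 2.5 ± 0.592 in *fsm1* (log2 fold change -1.60, standard error 0.33, adjusted p = 0.0399 from edgeR). *TSO1* (*BraA05g024430.3C*) and the *SUP* homolog *ZFP11* (*BraA05g002900.3C*) did not pass the test, with log2 fold changes of -1.25 and -1.57. Of the 28 genes of ovule development that the paper names, 26 were tested by edgeR, 6 were higher, 8 lower and 12 not past the test. Adjusted over the list alone, 13 were higher and 13 lower, which is not independent evidence since the study chose them on these libraries. The 14 called genes did not overlap between genotypes, and 4 remained called without FT1, 0 without FT2, 0 without FT3, 12 without M1, 2 without M2 and 4 without M3. The paper proposes that these genes may have a link to pistil abortion in *fsm1*.

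**Figure D2:**
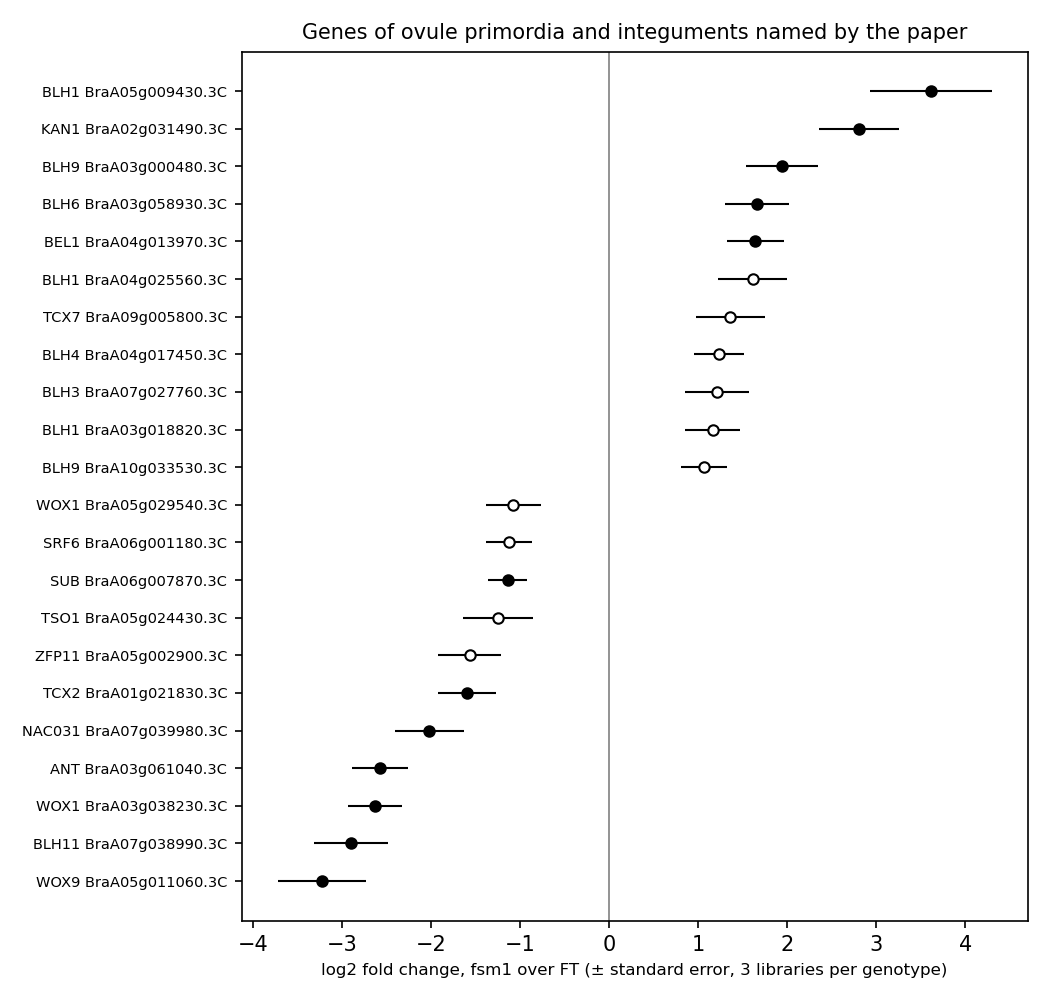
Log2 fold change (*fsm1* over ‘FT’, horizontal axis) of tested genes of ovule primordia and integument development, with bars of 1 standard error (3 libraries per genotype) and filled points for genes called at an adjusted p under 0.05 from edgeR. The points of *NAC031* and of *WOX1* (*BraA05g029540.3C*), listed in no *fsm1* library, rest on the value given to absent genes and are not bounds.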

Compared with the wild-type ‘FT’ plants, the *fsm1* mutant showed pistil abortion, and the four-whorled floral organs were significantly small. We identified a number of genes related to organ size regulation including the following: *ANT*, *AUXIN-REGULATED GENE INVOLVED IN ORGAN SIZE* (*ARGOS*; *BraA09g049790.3C*), *TEOSINTE BRANCHED1/CYCLOIDEA/PCF* (*TCP*; *BraA02g042770.3C*, *BraA05g005380.3C*, *BraA05g032060.3C*, *BraA01g036950.3C*, *BraA07g034590.3C*, *BraA08g023460.3C*, *BraA07g030260.3C*, *BraA03g036760.3C*, and *BraA05g041050.3C*) and *AINTEGUMENTA-LIKE* (*AIL*; *BraA06g029000.3C*, *BraA03g004320.3C*, *BraA10g027380.3C*, and *BraA02g012300.3C*). Most of these genes were downregulated in the *fsm1* mutant. This downregulation may play a role in regulating floral organ size in the *fsm1* mutants.

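AINTEGUMENTA-like genes that passed the test were lower in *fsm1* pistils, while *ARGOS* was higher. AINTEGUMENTA-like proteins keep floral organs growing. *AIL7* (*BraA06g029000.3C*) had 11.6 ± 3.91 in ‘FT’ and was listed in 2 of the 3 *fsm1* libraries (mean FPKM ± SD, n = 3; log2 fold change -2.44, standard error 0.47, adjusted p = 0.0359 from edgeR). It lies on chromosome A06, from 20103925 to 20107064. *AIL6* (*BraA03g004320.3C*) had 5.03 ± 1.36 in ‘FT’ and was listed in 1 of the 3 *fsm1* libraries (log2 fold change -2.20, standard error 0.31, adjusted p = 0.0206 from edgeR). The second *AIL6* gene (*BraA10g027380.3C*) and *AIL5* (*BraA02g012300.3C*) did not pass the test, with log2 fold changes of -1.17 and -1.38 (adjusted p 0.132 and 0.0995 from edgeR). *ARGOS* (*BraA09g049790.3C*) had 3.31 ± 1.2 in *fsm1* and was listed in no ‘FT’ library (at least 3.31-fold higher in *fsm1*, adjusted p = 0.0368 from edgeR). It prolongs growth by cell division and lies on chromosome A09, from 37085062 to 37085382. Of all *ANT*, *AIL5*, *AIL6* and *AIL7* genes, 7 were tested, 6 of them picked by the study from these libraries, and 4 were lower and 0 higher (7 lower when adjusted over the list alone). Their median log2 fold change was -1.64 (adjusted p = 4.3e-06 from limma's camera, or adjusted p = 0.269 with an estimated correlation). In the called genes each library of 1 genotype lay above each of the other. Of the 4 called AINTEGUMENTA-like genes, 2 remained called without FT1, 0 without FT2, 0 without FT3, 3 without M1, 2 without M2 and 1 without M3.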

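Of the *TCP* genes, which regulate cell division in growing organs, *TCP9* was lower and *TCP5* higher in *fsm1* pistils. *TCP9* (*BraA05g005380.3C*) had 35.9 ± 14.4 in ‘FT’ and 7.73 ± 2.06 in *fsm1* (mean FPKM ± SD, n = 3; log2 fold change -2.11, standard error 0.36, adjusted p = 0.027 from edgeR). It lies on chromosome A05, from 2733588 to 2734562. *TCP5* (*BraA02g042770.3C*) had 4.95 ± 1.09 in *fsm1* and was listed in 1 of the 3 ‘FT’ libraries (log2 fold change 1.93, standard error 0.42, adjusted p = 0.0473 from edgeR). It was not called with totals of uniquely mapped reads. The 6 others tested, *TCP4*, *TCP13*, *TCP15* and *TCP24* genes, had log2 fold changes below 0 and did not pass the test. Among them, *TCP4* (*BraA05g032060.3C*) had 5.96 ± 1.57 in ‘FT’ and 1.62 ± 1.03 in *fsm1* (log2 fold change -1.78, standard error 0.49, adjusted p = 0.08 from edgeR). Of all 31 tested *TCP* genes, 8 of them picked by the study, 1 was higher and 1 lower, with a median of -0.27 (adjusted p = 0.154 from limma's camera). Of the 16 organ size genes that the paper names, 15 were tested, 2 were higher, 5 lower and 8 not past the test (2 and 13 when adjusted over the list alone). The study chose them on these libraries, so the tally is not independent evidence. The 7 called genes did not overlap between genotypes, and 3 remained called without FT1, 0 without FT2, 0 without FT3, 6 without M1, 1 without M2 and 2 without M3.

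**Figure D3:**
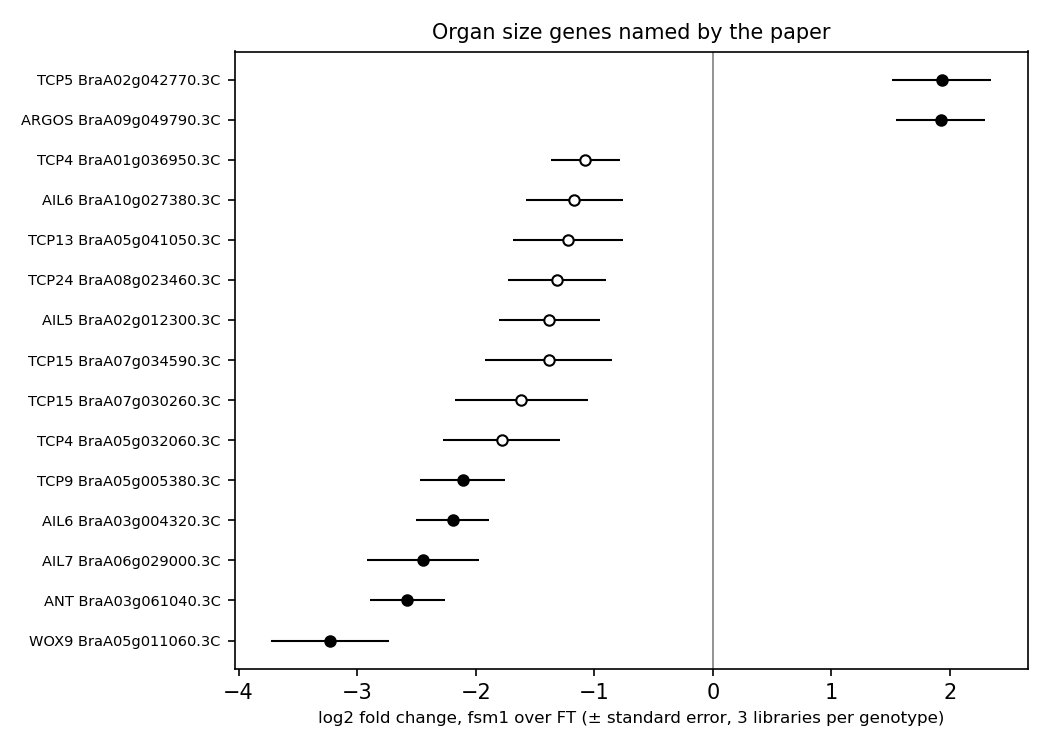
Log2 fold change (*fsm1* over ‘FT’, horizontal axis) of the 15 tested organ size genes, with bars of 1 standard error (3 libraries per genotype) and filled points for genes called at an adjusted p under 0.05 from edgeR. All but *ARGOS* and *TCP5* lie below 0; the points of *ARGOS* and of *TCP4* (*BraA01g036950.3C*), each absent from 1 genotype, rest on the value given to absent genes and are not bounds.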

### Analysis of gene expression patterns by quantitative reverse-transcription PCR (RT-qPCR)

To further confirm DEG expression patterns, 24 DEGs related to ovule development were selected for the RT-qPCR analysis including genes encoding *AGL* (*BraA09g048000.3C*, *BraA03g051930.3C*, *BraA03g058700.3C*, *BraA09g006770.3C*, and *BraA06g039170.3C*), *WUS* (*BraA03g038230.3C*, *BraA05g011060.3C*, *BraA05g029540.3C*, and *BraA10g022260.3C*), *ANT* (*BraA03g061040.3C* and *BraA05g011060.3C*), *BEL1* (*BraA03g058930.3C*, *BraA10g033530.3C*, *BraA07g027760.3C*, *BraA04g017450.3C*, and *BraA07g038990.3C*), *KAN1* (*BraA02g031490.3C*), *TSO1* (*BraA09g005800.3C*, *BraA01g021830.3C*, and *BraA05g024430.3C*), *CUC3* (*BraA07g039980.3C*), *SUB* (*BraA06g007870.3C* and *BraA06g001180.3C*), and *SUP* (*BraA05g002900.3C*). As shown in Fig. 5, the gene expression patterns showed a tendency similar to those detected by RNA-Seq, indicating the reliability of our transcriptome analysis.

**Fig. 5:**
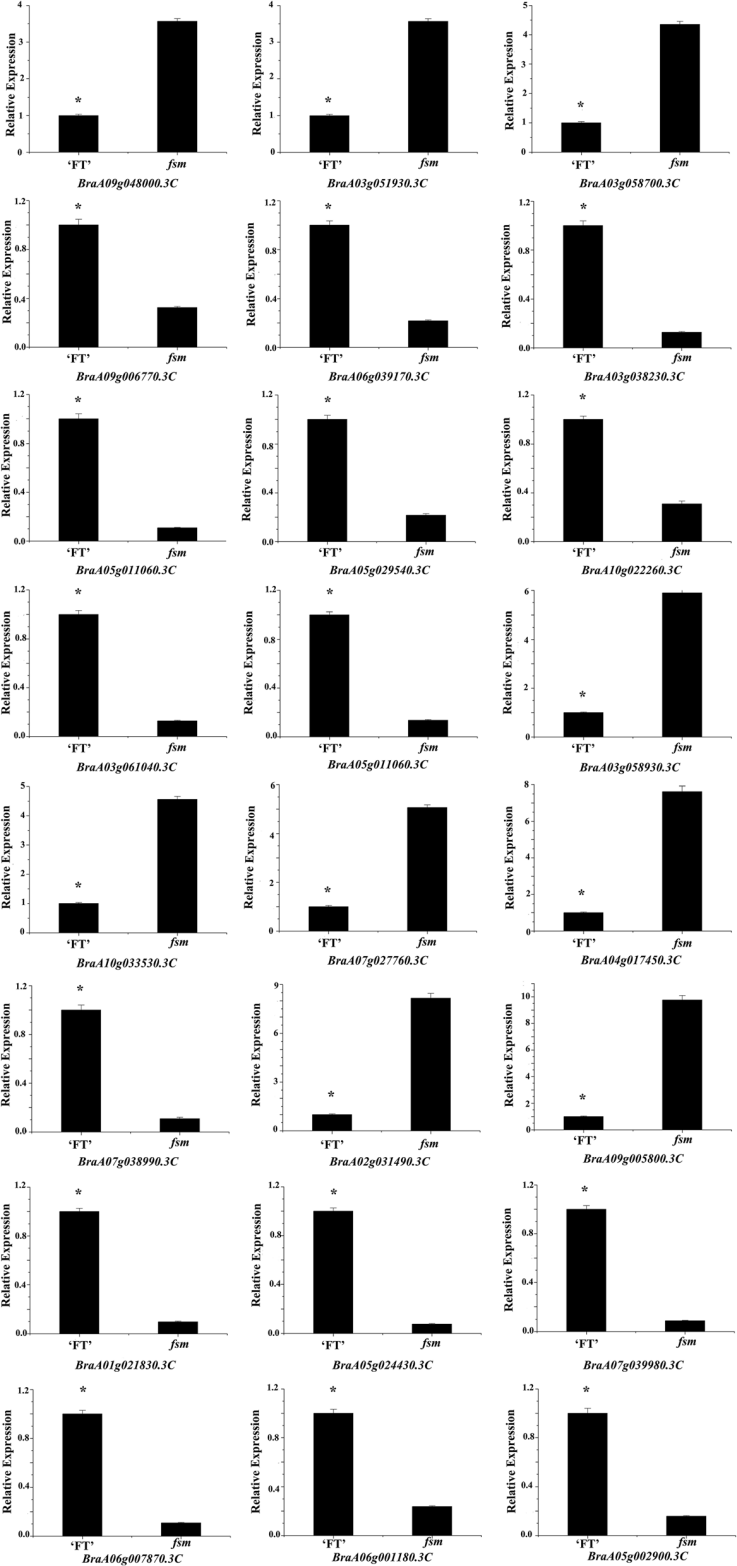
RT-qPCR analysis of gene expression patterns. * indicates a significant difference at the 0.05 level determined by *t*-test

## Discussion

In our previous study, we developed a female sterile mutant (*fsm1*) using isolated microspore culture combined with EMS mutagenesis in DH line ‘FT’ Chinese cabbage. *BraA04g009730.3C* was predicted as the candidate gene in mutant *fsm1* that encodes a SAP transcriptional regulator; the coding sequence of *BraA04g009730.3C* is 1374 bp long [12]. In the present study, ‘FT’ seeds were also employed as the mutagenic material and germinating ‘FT’ seeds were treated with EMS solution to develop another parallel female sterile mutant (*fsm2*) that displayed a phenotype consistent with the *fsm1* mutant. Allelism testing and the gene cloning analysis indicated that *fsm1* and *fsm2* were allelic and caused by mutations in the same gene, which verified the *SAP* function in pistil development. To probe the pistil abortion mechanism caused by *SAP*, comparative transcriptome sequencing of the pistil of the *fsm1* mutant and wild-type ‘FT’ plants was conducted and the genes related to ovule development and organ size were identified. These results lay a foundation to reveal the mechanism of pistil abortion caused by the *SAP* gene in Chinese cabbage.

In plants, gene overexpression, RNA interference, gene knockout, site-directed mutagenesis, gene trapping, and biochip technology are commonly used methods for studying gene function. However, all these methods depend on the complete transgenic technology system, and they are time consuming. In contrast, allelism detection of mutant genes in different mutants with similar phenotype is a believable approach to verify whether they are controlled by the allelic genes, and can be applied to clarify gene function. Zhang et al. [49] identified two round-leaf mutants, *rl*-*1* and *rl*-*2*, with a similar smooth leaf margin from a cucumber EMS mutagenic population. The map-based cloning strategy combined with a modified MutMap method suggested that *CsPID* (encoding a serine/threonine protein kinase) was the most likely candidate for *rl*-*1*. An allelism test of a cross between the *rl*-*1* F_1_ (*rl*-*1* × wild-type CCMC) and *rl*-*2* F_1_ (*rl*-2 × wild-type CCMC) plants showed that the segregation ratio of normal leaf shape-to-round leaf shape was approximately 3:1, suggesting that *rl*-*1* and *rl*-*2* were allelic mutants with mutations in the same gene. These results suggest that *CsPID* is the gene responsible for the round leaf phenotype. Similar results have been reported in maize [11] and rice [50]. In the present study, the separation ratio of reciprocal crosses between the F_1_ (‘FT’ × *fsm1*) and F_1_ (‘FT’ × *fsm2*) plants was 3:1, suggesting that the *fsm1* and *fsm2* mutants had allelic mutations in the same gene. Based on our previous study [12], an SNP (C-to-A) occurred in the first exon (A04: 7544007) of *BraA04g009730.3C*, resulting in a premature stop codon in mutant *fsm1*; another SNP (G-to-A) was located in the first exon (A04: 7543809) of *BraA04g009730.3C*, causing a non-synonymous mutation in mutant *fsm2*. These results indicated that the allelic mutations in *BraA04g009730.3C* encoding an SAP transcriptional factor were responsible for pistil development in *fsm1* and *fsm2* mutants.

The SAP transcription factor was initially identified in *A. thaliana*, where *SAP* is essential for flower development. The *sap* mutant exhibited serious abnormalities in inflorescence, flower, and ovule development [45]. SAP encodes an F-box protein, which is a component of the SKP1/Cullin/ F-box (SCF) E3 ubiquitin ligase complex [46]. *SAP* affects organ size by regulating cell proliferation in *A. thaliana* [51]. In the genus *Capsella*, decreased SAP activity can result in small petals by shortening the cell proliferation period and reducing the number of petal cells [52]. Yang et al. [53] found a cucumber littleleaf (*ll*) mutant that exhibited smaller organ sizes and more lateral branches. Identification of the major-effect quantitative trait loci showed that *LL* in cucumber is an ortholog of *Arabidopsis SAP* and that they play similar roles in organ size control. In the present study, the *fsm1* and *fsm2* mutants presented an identical phenotype, exhibiting pistil abortion and small floral organs compared with the wild-type ‘FT’ plants, demonstrating that the *SAP* gene was involved in the mutant phenotype of Chinese cabbage.

Our previous study showed that an SNP was identified in *BraA04g009730.3C*, resulting in a premature stop codon in mutant *fsm1*, and *BraA04g009730.3C* expression had no obvious difference between the ‘FT’ and *fsm1* mutant plants [12]. In this study, another SNP was located in *BraA04g009730.3C*, causing a non-synonymous mutation in mutant *fsm2*. We further analyzed the protein three-dimensional structures, and the results showed that the amino acid conformation were different at the mutant site between the wild-type ‘FT’ and mutant *fsm2*. The abnormal function of *SAP* in the *fsm* mutants was mainly manifested in amino acid coding. Given this, we speculated that the single nucleotide variation had no influence on *BraA04g009730.3C* expression, however, the variant protein may affect the expression of its downstream genes, eventually leading to phenotypic variation. We also demonstrated that mutant *fsm1* pistil abortion was caused by abnormal ovule development [12, 44]. To further investigate the potential mechanism of ovule development induced by the *SAP* gene, we used RNA-Seq to compare the pistil transcriptome of the mutant *fsm1* and wild-type ‘FT’ plants. There are two main regulatory pathways of pistil development in plants. In the first pathway, *WUS*-*AG*-related genes jointly regulate pistil development and in the second pathway, the *KNOXI* genes regulate pistil development. Of these, the first pathway is the main regulatory pathway [54, 55], suggesting that the *AG* genes play essential roles in the pistil development process. Studies have shown that SAP negatively regulates *AG* expression and that they jointly determine floral organ differentiation [45]. *AG* belongs to the MADS-box gene family and plays an important role in ovule development; its activity also contributes to ovule morphogenesis [21, 29, 56]. As important regulatory genes in ovule development, *AG* homologs also play essential roles in pistil formation [57]. For example, *AGL11* plays an important regulatory role in ovule development [58], *AGL8* and *AGL19* play vital roles in regulating floral transition and female sterility [16, 59], and *AGL62* can stimulate nucellus degeneration [60]. The homeobox gene *WUS* plays an essential role in regulating ovule development; it is mainly expressed in the nucellus of ovule primordia and is required for integument initiation [33]. *ANT* is a member of the AP2/ERF transcription factor family, which is involved in ovule development and ovule primordia formation [61, 62]. *ANT* mutation results in failed ovule integument formation, which then results in abnormal ovule development and female sterility [63, 64]. *BEL1* is a homeodomain transcription factor that can control ovule patterning, particularly in determining integument identity and development; ovules develop a single integument-like structure in *bel1* mutants [25, 65]. *CUC3* is a putative NAC-domain transcription factor member of the *CUC* gene family [27]. *CUC1*, *CUC2,* and *CUC3* are expressed during ovule primordia development. Of these, *CUC1* and *CUC2* play redundant roles in promoting ovule initiation in young gynecium with a fewer ovules [66]. *CUC2* and *CUC3* are also redundantly required for proper ovule development [30]. *SUP*, *SUB*, *KAN1/2,* and *TSO1* regulate late integument development and play a role in the genetic control of integument morphogenesis [40, 41, 43]. Of these, *KAN1* belongs to the KANADI family and is one of the most important genes in outer integument regulation [67]. In the current study, 29 DEGs related to ovule development were identified. Of these, the *AGL* genes regulate ovule morphogenesis; *ANT*, *CUC3,* and *WUS* regulate ovule primordia formation; and *ANT*, *BEL1*, *TSO1*, *SUB*, *SUP,* and *KAN1* regulate integument development. These genes presented different expression patterns in the ‘FT’ and *fsm* mutant plants; we speculated that the interaction and regulation of these genes may influence ovule development in the *fsm* mutants (Fig. 6).

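Over wider lists of ovule and carpel genes, *ANT* and *YAB1* homologs were lower in *fsm1* pistils. Over all ovule genes named in the paper's introduction, 2 of 34 tested genes were higher and 6 lower by edgeR (3 and 10 when adjusted over the list alone). The study picked 7 of them from these libraries, which are not independent evidence. A copy of *ANT* (*BraA01g001240.3C*) measured by RT-qPCR in the study had 14.4 ± 2.49 in ‘FT’ and 4.36 ± 1.38 in *fsm1* (mean ± SD, n = 3; log2 fold change -1.64, standard error 0.29, adjusted p = 0.0296 from edgeR). *HLL* (*BraA04g019150.3C*), a mitochondrial ribosomal protein gene of ovule growth, had 146 ± 29.8 in ‘FT’ and 83.5 ± 34 in *fsm1* and did not pass the test (log2 fold change -0.72, standard error 0.35, adjusted p = 0.248 from edgeR). Of 37 carpel, style and stigma genes, 1 was higher and 5 lower (3 and 9 when adjusted over the list alone). *YAB1* genes of abaxial cell fate were the 3 with the smallest adjusted p in this list. *BraA03g023630.3C* was at least 13.4-fold lower in *fsm1* by FPKM without TMM scaling (adjusted p = 0.00557 from edgeR). *BraA04g030760.3C* had 108 ± 12.5 in ‘FT’ and 10.2 ± 5.45 in *fsm1* (log2 fold change -3.32, standard error 0.45, adjusted p = 0.0193 from edgeR). *BraA07g023150.3C* had 23.1 ± 10.8 in ‘FT’ and 2.95 ± 1.07 in *fsm1* (log2 fold change -2.86, standard error 0.49, adjusted p = 0.0274 from edgeR). *ALC* (*BraA07g016830.3C*), which shapes the opening zone of the fruit, had a log2 fold change of -1.06 and did not pass the test (adjusted p = 0.0538 from edgeR). None of the 6 seed coat and integument genes and 2 female gametophyte genes passed edgeR's test (1 and 0 with an unadjusted p under 0.05, and 0 and 0 called by DESeq2). *TT16* (*BraA09g006670.3C*), a regulator of the seed coat, had 19.4 ± 7.91 in ‘FT’ and 30.4 ± 6.49 in *fsm1*. The median log2 fold changes of the ovule, carpel, seed coat and gametophyte lists were -0.16, -0.20, 0.61 and 0.50 (adjusted p 0.12, 0.0922, 0.242 and 0.58 from limma's camera). All called genes of these lists had 3 libraries of 1 genotype above 3 of the other. Of the 6 called carpel genes, 2 remained called without FT1, 1 without FT2, 1 without FT3, 5 without M1, 1 without M2 and 2 without M3. Of the 8 called ovule genes, 1, 0, 0, 4, 2 and 2 were called when these libraries were left out in turn.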

**Fig. 6:**
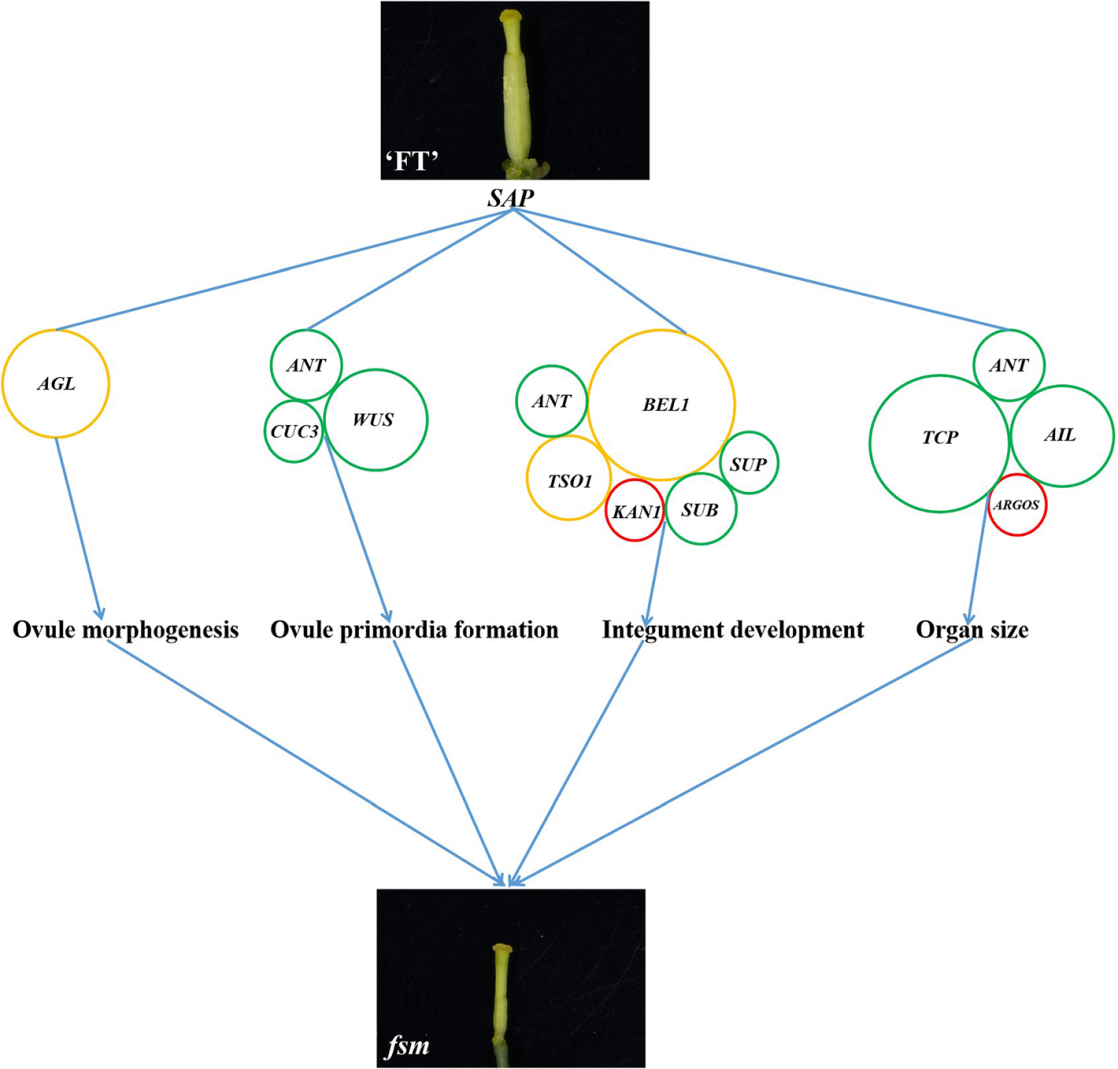
Possible *SAP*-mediated regulatory pathways involved in *fsm* mutants pistil development. The size of the circle represents the number of genes. Red and green indicate upregulated and downregulated genes, respectively. Yellow indicates genes that were both upregulated and downregulated

Compared with the wild-type ‘FT’ plants, the *fsm1* mutant plants exhibited pistil abortion, and the floral organs were small. Plant organ size is determined by two developmental processes: cell proliferation and cell expansion [68]. In *A. thaliana*, the F-box protein SAP is a positive regulator of organ growth that regulates organ size by promoting cell proliferation [46, 51]. *ANT* not only regulates the formation of integument, but also regulates the size of plant organs [69]. *ANT* and *ARGOS* regulate organ size by influencing cell proliferation [61, 70, 71]. Loss-of-function *ARGOS* or *ANT* mutants exhibit smaller leaves and floral organs [53, 72]. *ANT* and *AIL6* are important regulators of floral development as they can regulate floral meristem and organ growth [73, 74]. *ANT*, *AIL5*, and *AIL7* play a redundant role in inflorescence meristem and flower development [75]. The TCP proteins are plant-specific transcription factors that can control leaf and flower size and shape [76]. In the current study, we identified 16 DEGs involved in the regulation of organ size, and they mainly included *ANT*, *ARGOS*, *TCP*, and *AIL*. The majority of these genes were downregulated in the *fsm1* mutant. The interaction of these organ size-related DEGs might result in the smaller floral organs observed in the *fsm* mutant plants (Fig. 6).

Hormones play an important role in the regulation of plant growth and development. Multiple mutant genes involved in hormone signaling pathways including the IAA, CK, ETH, GA, JA, and BR pathways have been previously determined in female sterile mutants, resulting in morphological abnormalities in the pistil [11, 34, 48, 77–80]. The transcriptome analysis of female sterile materials showed that DEGs are significantly enriched in the hormone signal transduction pathways in rice, pomegranate, and *Pinus tabuliformis*, indicating that changes in the hormone metabolic pathway have an important effect on ovule development [15–17]. Auxin plays an important role in ovule development and promotes carpel initiation and gynecium growth [81]. Furthermore, *ANT* has been proposed to act downstream of auxin in flower growth and patterning [73]. The auxin-response genes mainly include *ARF*, *GH3, SAUR,* and *AUX/IAA*. *ARF6* and *ARF8* are involved in ovule adaxial/abaxial polarity formation and play a vital role in ovule and anther development [17, 82]. The downregulation of *ARF6* and *ARF8* can result in female sterility [77]. CK positively regulates ovule formation and pistil development [83]. Furthermore, the *BEL1* transcription factors play an important role in cytokinin signaling pathways for correct ovule patterning [34]. Indeed, the CK levels have been positively correlated with ovule numbers. Reduced CK content results in a corresponding significant reduction in both ovule number and pistil size, thus resulting in female sterility [84–86]. ETH contributes to pistil development [78, 87] and ethylene-responsive factor (*ERF*) ethylene-response signal genes belong to the *AP2* gene family, which positively regulate ETH. The ERF protein can also inhibit *AG* gene expression, thus affecting ovule development [21, 88, 89]. BR plays a role in the development of the ovule outer integument and gynecial medial domain [79]. GA plays a major role in the control of ovule integument development and ovule initiation [90] and negatively modulates the number of ovules in plants [48]. JA plays an important role in determining the fate of pistils as high JA levels promote pistil abortion [11]. The functional enrichment analysis in the present study showed that the GO terms related to hormones were enriched and that the plant hormone signal transduction pathways were also significantly enriched. The DEGs identified in our study were involved in IAA, CK, ETH, GA, JA, and BR signaling. Of these pathways, the IAA signaling pathway had the highest number of DEGs. 

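Of the 28 tested auxin genes in Table S6, 6 were higher and 14 lower in *fsm1* pistils by edgeR (8 and 19 when adjusted over the list alone). The study chose them on these libraries, so the count is not independent evidence. The carrier gene *LAX2* (*BraA03g025870.3C*) had 8.02 ± 1.85 in ‘FT’ and was listed in 2 of the 3 *fsm1* libraries (mean FPKM ± SD, n = 3; log2 fold change -2.44, standard error 0.39, adjusted p = 0.0251 from edgeR). The repressor gene *IAA34* (*BraA06g011150.3C*) had 6.2 ± 3.02 in ‘FT’ and was listed in no *fsm1* library (at least 6.2-fold lower in *fsm1* by FPKM without TMM scaling, adjusted p = 0.0263 from edgeR). Of the *GH3* genes, *GH3.12* (*BraA03g057960.3C*) had 12.2 ± 7.11 in ‘FT’ and was listed in no *fsm1* library (at least 12.2-fold lower in *fsm1* by FPKM without TMM scaling, adjusted p = 0.0206 from edgeR). Of the *SAUR* genes, *SAUR72* (*BraA05g034250.3C*) had 86 ± 10.2 in ‘FT’ and 30.8 ± 4.85 in *fsm1* (log2 fold change -1.39, standard error 0.23, adjusted p = 0.0261 from edgeR). *SAUR21* (*BraA10g022040.3C*) had 36.6 ± 15.3 in ‘FT’ and 4.94 ± 2.94 in *fsm1* (log2 fold change -2.79, standard error 0.58, adjusted p = 0.0405 from edgeR). In these 5 genes, every *fsm1* library lay below every ‘FT’ library or did not list the gene. Of the 20 called genes, 7 remained called without FT1, 2 without FT2, 1 without FT3, 14 without M1, 2 without M2 and 2 without M3.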

Further study of these genes involved in hormone signal transduction may elucidate the pistil abortion mechanism; different hormones may have synergistic or antagonistic effects in regulating pistil development in Chinese cabbage.

## Conclusions

The ovules play a major role in sexual reproduction, and they are the female reproductive organs in Chinese cabbage. Our study clarified the function of *BraA04g009730.3C* and revealed that it was responsible for ovule development and organ size. Comparative transcriptome analyses were performed to explore the regulatory effect of *SAP* in ovule development, and several DEGs related to ovule development were identified. Our study provides valuable information for future studies on pistil development and lays a solid foundation to elucidate the molecular mechanism of pistil development in Chinese cabbage.

## Methods

### Plant materials and mutagenic treatment

The wild-type ‘FT’ was a DH line derived from Chinese cabbage variety ‘Fukuda 50’, which was screened by Shenyang greenstar Chinese cabbage research institute (Shenyang, China) [91]. Germinated ‘FT’ seeds were immersed in 0.8% EMS solution for 12 h, and then thoroughly washed in running water for 12 h. After vernalization treatment at 2 °C for 15 d, the seeds were sown in a greenhouse in Shenyang Agricultural University. All live plants (M_0_ generation) were self pollinated. The mutant materials were screened and identified in the M_1_ generation to obtain the parallel female sterile mutant *fsm2*.

### Observation of morphological characteristics

In the full-bloom stage, floral organ characteristics were observed and compared between the *fsm1* and *fsm2* mutants and wild-type ‘FT’ plants. According to our previous method [44], three each of ‘FT’ and mutant *fsm2* plants were selected and artificial self-pollination of the *fsm2* mutant and a reciprocal cross between ‘FT’ and the *fsm2* mutant was performed. Seed-setting rates of each plant type were recorded and analyzed.

### Genetic analysis

Mutant *fsm2* and wild-type ‘FT’ plants were employed as parents to obtain the F_1_, F_2_, and BC_1_ populations. The phenotype of each plant in each generation was recorded to investigate the genetic characteristics of mutant *fsm2* plants.

### Allelism test between the *fsm1* and *fsm2* mutants

Both F_1_ (‘FT’ × *fsm1*) and F_1_ (‘FT’ × *fsm2*) populations exhibited the normal phenotype. The F_1_ (‘FT’ × *fsm1*) and F_1_ (‘FT’ × *fsm2*) populations were used as parent plants. Reciprocal crosses were made to obtain phenotypic segregation ratios of the populations. The population segregation ratios were analyzed using the Chi-square (χ^2^) test at the 0.05 level.

### Gene cloning and sequencing

The coding sequence of *BraA04g009730.3C* was amplified in mutant *fsm2* plants using the primer sequences shown in Additional file 8: Table S7. Gene cloning was performed according to the method of Huang et al. [92] and samples were sequenced by GENEWIZ (Suzhou, China) using the Sanger method. Sequences were aligned and analyzed using DNAMAN software. In addition, the online software SWISS-MODEL (https://swissmodel.expasy.org/) was used to analyze the three-dimensional protein structures of wild-type ‘FT’ and mutant *fsm2*.

### RNA extraction, cDNA library construction, and Illumina sequencing

In the full-bloom stage, five wild-type ‘FT’ and five *fsm1* mutants were selected. Pistils within the mature flower buds of ‘FT’ and mutant *fsm1* plants were randomly selected and mixed; the mixed samples were used as one biological replicate. Three independent biological replicates of both ‘FT’ and *fsm1* mutant were used.

The total RNA of the six samples was extracted using the TRIzol kit (Invitrogen, USA) following the manufacturer’s instructions. The quality and purity of the total RNA were checked using a NanoDropND-1000 spectrophotometer (NanoDrop, USA), and integrity was detected using the Agilent 2100 Bioanalyzer (Agilent, USA).

The six samples were designated as FT1, FT2, and FT3 (three biological replicates of ‘FT’) and M1, M2, and M3 (three biological replicates of mutant *fsm1*). Equal amounts of total RNA from the six samples were pooled for RNA-Seq library construction. The six cDNA libraries were sequenced using the Illumina novaseq-PE150 sequencing platform at Novogene (Beijing, China).

### RNA-Seq analysis, differential gene expression, and functional enrichment analysis

Clean reads were mapped to the *Brassica* reference genome (http://brassicadb.org/brad/datasets/pub/Genomes/Brassica_rapa/V3.0/) using HISAT2 software.

Fragments per kilo bases per million fragment (FPKM) values and DESeq software [93] were used to analyze differential gene expression. DEG screening criteria were defined as having a |log_2_(fold change)| > 1 and *P*-value < 0.05. Significantly enriched GO terms and KEGG pathways of DEGs were analyzed using the topGO and Kyoto Encyclopedia of Genes and Genomes (KEGG) databases, respectively.

### RT-qPCR analysis

Twenty-four genes related to ovule development were selected for the RT-qPCR analysis and the gene-specific primers were designed using Primer Premier 5.0 software. The primer sequences are listed in Additional file 9: Table S8. The cDNAs of ‘FT’ and mutant *fsm1* pistils (collected as described in RNA-Seq) were employed as templates for RT-qPCR using UltraSYBR Mixture reagent (CWBIO, China) and the QuantStudio 6 Flex Real-Time PCR System (ABI, USA). The reaction system and program were used according to the manufacturer’s instructions. The 2^-ΔΔCt^ method was used to calculate the relative gene expression levels [94]. *Actin* and *18S rRNA* were used as the internal controls [95]. All reactions were performed with three technical and biological replicates, and the data were analyzed using OriginPro8.0. Significant difference at the 0.05 level was determined using the *t*-test with SPSS 16.0 software.

## Supplementary Information

**Additional file 1: Table S1.** Summary of all expressed genes detected in the ‘FT’ and *fsm1* mutant libraries.

**Additional file 2: Table S2.** List of DEGs identified by comparing the *fsm1* mutants and ‘FT’ plants.

**Additional file 3: Table S3.** List of specifically expressed genes identified in *fsm1* mutants compared with those in the ‘FT’ plants.

**Additional file 4: Figure S1.** GO functional classification of DEGs between the *fsm1* mutants and ‘FT’ plants.

**Additional file 5: Table S4.** Significantly enriched GO terms identified in the *fsm1* mutants compared with those in the ‘FT’ plants.

**Additional file 6: Table S5.** Twenty most significantly enriched KEGG metabolic pathways.

**Additional file 7: Table S6.** DEGs involved in the plant hormone signal transduction pathways.

**Additional file 8: Table S7.** Primers for *BraA04g009730.3C* coding sequences.

**Additional file 9: Table S8.** Primer sequences used for the RT-qPCR analysis.

## Data Availability

The data charts supporting the results and conclusions are included in the article and additional files. Transcriptome sequencing data have been deposited in the NCBI Gene Expression Omnibus (GEO) Database under accession number GSE147438 (https://www.ncbi.nlm.nih.gov/geo).

## Abbreviations

EMS: Ethyl methanesulfonate
DH: Double haploid
IAA: Auxin
CK: Cytokinin
GA: Gibberellin
ABA: Abscisic acid
ETH: Ethylene
BR: Brassinosteroid
JA: Jasmonic acid
SA: Salicylic acid
SNP: Single nucleotide polymorphism

How the deposited data were processed for this re-analysis (not part of the article)

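Pistils of the wild-type ‘FT’ and of the female sterile mutant *fsm1* were compared, with 3 libraries per genotype as biological replicates. According to the Methods of the paper, the authors mapped the clean reads with HISAT2 to the *Brassica rapa* V3.0 genome before deposit, and the deposited read counts are whole numbers per gene as the file headers name them. The paper's text names neither the tool that made the counts nor its version. The FPKM values were deposited by the authors too: each equals the count divided by the coding length and by 1 total per library, which was checked on every value. Each library lists the genes with an FPKM above 1, with a gene's position, coding length, best protein match and GO terms. The totals lie between 16584936 and 17755161, and the lowest listed count was 3 in every library.

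The counts were tested with edgeR 4.0.16 (quasi-likelihood) in R 4.3.3, with these totals times TMM factors as library sizes and no covariate. A gene was tested when all 3 libraries of at least 1 genotype listed it, and in a library without it the gene was given the highest whole count at or below an FPKM of 1. For a gene that no library of a genotype listed, the lower bound of the fold against an FPKM of 1 is given instead of the fitted value. This bound is on the scale of FPKM without the TMM factors. In the scaled fit, folds of genes lower in *fsm1* could be smaller, such as 11.5 against 12.2 for *GH3.12*. P-values were adjusted by Benjamini-Hochberg over all tested genes, and over a list alone where stated. Gene lists were tested against the other genes with camera of limma 3.58.1 on voom values, with a preset correlation of 0.01 and with an estimated one. The fry test of limma was run for a shift of the list in 1 direction, against no change. GO terms with at least 10 tested genes were tested with Fisher's exact test on the direct annotation, over 572 tests. Enrichment over all KEGG pathways was not analysed here. Correlations and principal components used edgeR's log2 CPM (counts scaled by library size) with a prior count of 2.

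In counts simulated with the dispersions and totals of these libraries and 199 changed genes tested, edgeR recovered 1.52% of 2-fold, 44.8% of 4-fold and 92.4% of 8-fold changes. Of its 101 calls, 9 were false, against 61 of 190 with DESeq2 1.42.0, 9 of 99 with limma-voom and 13 of 102 with limma on log2(FPKM + 1). These rates need not hold for the real libraries. Only 199 of 24145 simulated genes were changed, while 6283 of 24506 real genes had an unadjusted p under 0.05 from edgeR. The dispersions were also edgeR's own estimates, and the simulated libraries shared no deviation like that of FT1 and M2.

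The tests, 38 gene lists and the rule for naming genes were set before the data were examined. The lists cover photosystems, antenna, Calvin cycle, DNA replication, histones, mitosis, D cyclins, ribosomal proteins, 6 auxin families, 7 other hormone pathways, ovule, carpel, floral organ, female gametophyte, seed coat, pollen, tapetum, KNOX, GRF and GIF, PEAPOD, TCP, AINTEGUMENTA-like, expansin, xyloglucan endotransglucosylase, heat shock, jasmonate biosynthesis and senescence genes. Named were every gene of the paper's text, the 4 genes of each hormone in Table S6 with the smallest adjusted p, the 8 largest changes in each direction among called genes listed in all 6 libraries with a mean FPKM of at least 5 and no overlap, and per list the 4 genes with the smallest adjusted p and the 4 most abundant. Values in Tables S2, S3 and S6 had been seen when this rule was written. The photosystem, antenna, Calvin cycle, DNA replication and histone lists were chosen because the paper reports such genes as enriched in these libraries. Genes named for GO terms, the most abundant genes listed in 1 genotype alone, the examples from Table S3, further genes of Table S6, *TMK3* and the genes of the low oxygen response were chosen after their values were seen.

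The alternatives were absent genes as 0 or at the half-limit value, only genes listed in all 6 libraries, no filter, a mean count of at least 50, DESeq2 size factors, totals without TMM, uniquely mapped reads of Table 3 as totals, DESeq2, limma on log2(FPKM + 1), limma-voom, the replicate number as a block, each library left out, and stricter thresholds. Leaving out FT1 with M2, or FT2 with M1, was chosen after seeing the data. Where a genotype keeps 1 or 2 libraries, they are assumed to vary like those of the other genotype. Expression of the gene mutated in *fsm1* was not analysed here, and some genes of the paper's text are not reported.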

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

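The tests of library composition, coding length and ovule content were chosen after the result was seen. These gene lists stand out because the paper does not report on them and limma's camera called them with its preset correlation. Growth regulating factors and their cofactors, which drive cell proliferation in young organs, had a median log2 fold change of -1.68. Of 21 genes, 7 were lower by edgeR (16 lower and 1 higher when adjusted over the list alone). *GIF1* (*BraA06g034430.3C*) fell from a mean FPKM of 286 in ‘FT’ to 27.8 in *fsm1* (n = 3 each; log2 fold change -3.27, standard error 0.29, adjusted p = 0.00853 from edgeR). *GRF4* (*BraA04g025910.3C*) had 29.7 ± 5.04 in ‘FT’ and was listed in 2 of the 3 *fsm1* libraries (log2 fold change -4.41, standard error 0.31, adjusted p = 0.0051 from edgeR). All 7 called genes were lower in each *fsm1* library, and 5 remained called without FT1, 4 without FT2, 4 without FT3, 5 without M1, 5 without M2 and 5 without M3. By limma's camera the list was lower than other genes (adjusted p = 1.1e-09, or adjusted p = 0.269 with an estimated correlation).

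Mitotic cyclins and kinases had a median log2 fold change of -1.14, and 11 of 58 genes were lower by edgeR (35 when adjusted over the list alone). The syntaxin gene of the cell plate, *KN* (*BraA06g005710.3C*), had 59.6 ± 10.2 in ‘FT’ and 19.8 ± 5.76 in *fsm1* (mean FPKM ± SD, n = 3; log2 fold change -1.49, standard error 0.27, adjusted p = 0.0314 from edgeR). *CDKB1-1* (*BraA04g005640.3C*) had 29.7 ± 3.46 in ‘FT’ and 9.13 ± 3.05 in *fsm1* (log2 fold change -1.62, standard error 0.30, adjusted p = 0.0328 from edgeR). The most abundant, *CYCB1-2* (*BraA02g017530.3C*), did not pass the test, with 351 in ‘FT’ and 258 in *fsm1*. All 11 called genes were lower in every *fsm1* library, 9 of them remained called without M1, and 0 without any 1 of the other libraries. Without M1, 21 mitotic genes were called lower, and DESeq2 with all libraries called 32. By limma's camera the adjusted p was 2.4e-14, or adjusted p = 0.549 with an estimated correlation.

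Senescence genes had a median log2 fold change of 0.70, and 3 of 19 genes were higher by edgeR (6 when adjusted over the list alone). These were genes of chlorophyll breakdown, *SGR1* (*BraA01g013510.3C*) with 27.4 ± 8.59 in ‘FT’ and 94.8 ± 16.5 in *fsm1* (log2 fold change 1.89, standard error 0.31, adjusted p = 0.0258 from edgeR), *PPH* (*BraA10g020590.3C*) with a log2 fold change of 1.25 and *SGR2* (*BraA03g027730.3C*) with 2.97. All 3 were higher in each *fsm1* library and remained called without M1, 1 without FT1 and 0 without any 1 of the others (camera of limma, adjusted p = 0.00219, or adjusted p = 0.43 with an estimated correlation). Cytosolic ribosomal proteins had a median of -0.66, with 382 of 404 genes below 0 (adjusted p = 1.8e-18 from limma's camera, or adjusted p = 0.601 with an estimated correlation). The list did not part the genotypes, with median log2 deviations from the mean of the 6 libraries of 0.17, 0.75 and 0.078 in FT1, FT2 and FT3 and 0.13, -0.47 and -0.65 in M1, M2 and M3. Only 1 was called by edgeR, *RPL6* (*BraA06g029850.3C*), described as mitochondrial, with a log2 fold change of -1.10 (adjusted p = 0.0451), and of the libraries left out in turn it remained called only without M1, where 13 genes were lower. With all 6 libraries, 3 genes were higher and 108 lower at an unadjusted p under 0.05, and 0 and 0 when adjusted over the list alone.

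The photosystem and mitotic lists thus had medians above and below 0 in *fsm1* pistils, with 31 of 75 and 11 of 58 genes called by edgeR. A shift in library composition that moves all genes alike cannot make both, as the mitotic median lay -1.13 and the photosystem median 1.78 from that of all genes. This follows from their opposite signs and does not cover a change in the mix of cells. Coding length accounts for neither part: against 1000 sets of genes matched on length and expression, the mitotic median was -1.10 from theirs (-0.20 to 0.14) and the photosystem median 1.84 (-0.27 to 0.10). Fewer ovules would lower ovule genes about as much as mitotic genes (median -1.14) and cannot be told apart: 10 markers had a median of 0.49 (SD 0.40), but the 34 ovule genes of the paper's introduction had -0.16 (SD 1.04), 6 lower and 2 higher. A difference in growth or greening between the genotypes was not tested here; counts of dividing cells and chlorophyll of pistils of the same stage would test it.

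The 6 libraries allow 10 splits, too few for a share of splits under 0.05: 1 split, the real one, gave the 1267 called genes, and the highest of the others gave 0. At the paper's thresholds the real split, again the 1 with the most, gave 3882 genes. The highest of the others gave 2224, with FT1, M2 and M3 against FT2, FT3 and M1.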

How the results depend on the processing

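The alternatives without both FT1 and M2 and without both FT2 and M1 were chosen after the result was seen. The 1267 called genes kept their sign wherever they were tested, while most calls were lower, not higher, without FT2 (4 higher and 18 lower) and without FT3 (3 and 16). Of 316 named genes, 200 (replicate block, and either pair left out) to 315 (DESeq2 size factors) kept their side of the threshold. Total counts of genes called higher and lower stayed within 1.5 times under half-limit values, no filter, a mean count of at least 50, DESeq2 size factors, both totals without TMM, limma on log2(FPKM + 1) and limma-voom. Counts of single lists moved more: with no filter, 7 antenna genes were higher (against 13) and 4 mitotic genes lower (against 11), and with totals without TMM 17 mitotic and 8 replication genes (against 3) were lower. With limma on log2(FPKM + 1) these were 19 and 6. Counts with libraries left out rest on fewer libraries, and those over genes listed in all 6 on fewer genes; for the other changes the cause was not tested. Depth limits genes near an FPKM of 1, where the lowest count was 3.

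With absent genes as 0, 9 ovule genes (against 14) and 3 organ size genes (against 7) were called. With only genes listed in all 6 libraries, 518 genes were higher and 242 lower, and 7 ovule, 1 organ size and 11 hormone genes (against 26) were called. Only 11 genes measured by RT-qPCR were tested there (against 22), and all 11 had the same direction as in the study. DESeq2 called 2245 higher and 1491 lower genes, 24 ovule and 11 organ size genes, 1262 shared with edgeR; on simulated counts it made more false calls. With the replicate block edgeR called 0 genes higher and 0 lower, 0 ovule, 0 organ size and 0 hormone genes, and 4908 genes had an unadjusted p under 0.05. Neither the labels nor the paper's Methods pair the libraries by number. Deviations from the genotype means correlated at -0.39 for FT1 with M1, -0.45 for FT2 with M2 and 0.21 for FT3 with M3. The 0 calls are thus not a result after correction for a known batch. Without both FT1 and M2, edgeR called 0 higher, 0 lower, 0 ovule, 0 organ size and 0 hormone genes (5286 at an unadjusted p under 0.05), and camera 1 auxin family (against 0). Without both FT2 and M1 these were 0, 0, 0, 0, 0 (5075 unadjusted) and 1. At an adjusted p under 0.01, 23 genes were higher and 19 lower, with 0 ovule, 0 organ size and 1 hormone genes. Of the 14 gene lists called by camera, 7 had a median beyond 1. Camera with an estimated correlation called 0, and fry, which tests for a shift in 1 direction against no change, 7. For genes called at the paper's thresholds, 47 GO terms were enriched, against 22.

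With 1 library left out, edgeR called 3 to 1063 genes higher and 16 to 585 lower, and 1158 to 2195 lower at the paper's thresholds (against 1446), 0 to 16 ovule, 0 to 7 organ size and 1 to 22 hormone genes, and camera 0 to 1 auxin families. Of the 1267 called genes, 275, 22, 19, 992, 340 and 266 remained called without FT1, FT2, FT3, M1, M2 and M3.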

Differences from the paper's values

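No test in this part was chosen after the result was seen. The paper gives 4 differentially expressed genes for flower development, and 2 were found here at the paper's thresholds in the direct annotation. The paper's methods used topGO, which also counts the genes of more specific terms under their parent terms. The direct annotation does not, so the counts are not of like sets. Of the alternatives set before the data were examined, 3 genes, within 1.5 times of the paper's value, were found with library totals without TMM, totals of uniquely mapped reads, limma on log2(FPKM + 1), without FT1 and without M1. Under all others run the values lay more than 1.5 times apart, with 1 without M3 and 2 under the rest. For response to hormone the paper gives 21 genes and 4 were found here, again in the direct annotation alone. The values differed under every alternative, with at most 8, without M1. None of the alternatives added the genes of more specific terms, so whether these make up the difference was not tested.

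Of the 47 log2 fold changes in Table S6, 44 were compared, 44 had the paper's sign, and of genes listed in both genotypes 2 differed from the paper's value by more than the standard error. Genes listed in no library of 1 genotype rest here on the value given to absent genes, up to 4.01 from the paper's values. None lay more than 1.5 times beyond them. For a *SAUR20* gene (*BraA03g059070.3C*) the paper gives -3.17 and the value here was -2.61. It came within the paper's value with absent genes as 0 or at the half-limit value, both totals without TMM, DESeq2, without FT3 and without M1, but not with no filter, DESeq2 size factors, limma on log2(FPKM + 1), limma-voom, the replicate number as a block, or without FT1, FT2, M2 or M3. For a *SAUR50* gene (*BraA01g002510.3C*) the paper gives 3.32 and the value here was 2.09, which came within the paper's with absent genes as 0 or at the half-limit value and under no other alternative.

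The paper calls its genes of ovule development differentially expressed. At its thresholds 13 of the tested genes were higher and 13 lower, at an adjusted p from edgeR 6 and 8, and DESeq2 called 24 of the 26 and edgeR without M1 16. For organ size, 2 were higher and 13 lower at the paper's thresholds, against 2 and 5 at an adjusted p from edgeR and 11 by DESeq2. For hormone signalling, 15 and 28 reached the paper's thresholds, against 8 and 18 at an adjusted p, and 39 by DESeq2. The paper names *BraA05g011060.3C* both as an *ANT* and as a *WUS* gene; its best protein match here was WOX9, and Table S8 gives *BraA01g001240.3C* as *ANT*.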

Other observations

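The tests of stamen or petal tissue, of swapped labels and of heat or wounding were chosen after the result was seen, and the low oxygen test was written before. Some genes of cell wall remodelling were higher and others lower in *fsm1* pistils. Of 30 xyloglucan endotransglucosylases, which remodel cell walls, 5 were higher and 0 lower (7 and 0 when adjusted over the list alone). *XTH24* (*BraA03g055650.3C*) had 112 ± 67.3 in *fsm1* and was listed in 2 of the 3 ‘FT’ libraries (mean FPKM ± SD, n = 3; log2 fold change 5.64, standard error 0.81, adjusted p = 0.0209 from edgeR). *XTH6* (*BraA06g029240.3C*) had 48.4 ± 13.3 in ‘FT’ and 246 ± 103 in *fsm1* (log2 fold change 2.44, standard error 0.42, adjusted p = 0.0281 from edgeR). Of 33 expansins, 1 was higher and 2 lower (1 and 4 when adjusted over the list alone). *EXPB2* (*BraA05g004880.3C*) had 3.35 ± 1.39 in ‘FT’ and 20.0 ± 7.7 in *fsm1* (log2 fold change 2.67, standard error 0.44, adjusted p = 0.0258 from edgeR). *EXPA20* (*BraA01g000050.3C*) had 40.0 ± 6.02 in ‘FT’ and 15.2 ± 1.69 in *fsm1* (log2 fold change -1.30, standard error 0.21, adjusted p = 0.0253 from edgeR). By limma's camera neither list was called (adjusted p = 0.12 and 0.385). Of 15 D-type cyclins, 0 were higher and 2 lower (0 and 5 when adjusted over the list alone). Both were *CYCD3-3* genes, and 5 of the list were picked by the study from these libraries. The list's median was -0.90 (adjusted p = 2.4e-04 from limma's camera, or adjusted p = 0.576 with an estimated correlation). The meristem gene *KNAT2* (*BraA02g019840.3C*), with 7.01 ± 1.64 in ‘FT’ and 2.18 ± 0.24 in *fsm1* (log2 fold change -1.58, standard error 0.31, adjusted p = 0.0356 from edgeR), was the 1 lower gene of 4 KNOX genes, and 0 were higher. Of the PEAPOD module, which ends divisions of meristemoids, 1 of 11 genes was higher and 1 lower. *TIFY4B* (*BraA01g021980.3C*) had 29.1 ± 12.8 in ‘FT’ and 4.15 ± 1.45 in *fsm1* (log2 fold change -2.71, standard error 0.40, adjusted p = 0.0219 from edgeR). The higher gene, *PPD1* (*BraA08g011230.3C*), is described as a PsbP domain chloroplast protein (log2 fold change 2.00, adjusted p = 0.0307 from edgeR).

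Of 11 tapetum and anther genes, 1 was higher and 0 lower (4 and 0 when adjusted over the list alone). *TKPR1* (*BraA06g006390.3C*), an enzyme of sporopollenin formation, had 24.7 ± 8.8 in ‘FT’ and 138 ± 57.5 in *fsm1* (log2 fold change 2.57, standard error 0.40, adjusted p = 0.024 from edgeR). The most abundant of the list, *MS1* genes such as *BraA02g007310.3C*, are described as methionine synthases. Of 20 tested pollen genes, 2 sugar transporter genes were higher and 0 lower, *STP4* copies *BraA05g027400.3C* and *BraA01g033330.3C* (mean FPKM 15.7 in ‘FT’ and 38.7 in *fsm1*, and 6.57 in ‘FT’ and 24.1 in *fsm1*; adjusted p 0.0345 and 0.048 from edgeR); the second was not called with either total without TMM. Of 61 heat shock genes, 1 was higher, *HSP21.7* (*BraA02g013750.3C*), with 6.44 ± 0.762 in ‘FT’ and 22.4 ± 5.46 in *fsm1* (log2 fold change 1.89, standard error 0.29, adjusted p = 0.0238 from edgeR). Floral organ identity genes had a median of 0.43, with none of 18 called by edgeR (7 higher and 1 lower at an unadjusted p under 0.05, and 5 higher and 0 lower by DESeq2). By their descriptions, *SEP2* (*BraA09g055220.3C*) and *SEP1* (*BraA01g004080.3C*) of this list encode stress enhanced chloroplast proteins, while another *SEP1* gene (*BraA10g023780.3C*) encodes SEPALLATA 1, with 202 ± 26.5 in ‘FT’ and 271 ± 22.8 in *fsm1*. The list's adjusted p was 0.0325 from limma's camera, or adjusted p = 0.676 with an estimated correlation, and 0.0894 without FT1, 0.0961 without FT3 and 0.39 without M1. None of 17 jasmonate biosynthesis and wound genes passed edgeR's test (2 higher and 1 lower at an unadjusted p under 0.05, and 1 and 1 by DESeq2). All called genes of the lists in this part lay higher or lower in each library of 1 genotype than in each of the other. Without FT2 or FT3 none of them was called. Without FT1, 0 of the 5 xyloglucan genes, 0 of 3 expansins, 2 of 2 cyclins, 1 of 2 transporters and 1 tapetum gene were called. Without M2 these were 2, 0, 2, 0 and 0, without M3 1, 0, 2, 0 and 0, and without M1 5, 3, 2, 0 and 1. *KNAT2* was not called with any 1 library left out, *TIFY4B* or *PPD1* without FT1 (1), M1 (2) and M2 (2), and *HSP21.7* without M1.

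Of the 24 genes that Table S8 gives for RT-qPCR, 9 up and 15 down, 22 were tested and 22 had the table's direction in the libraries. EdgeR called 12 of them, and 4 remained called without FT1, 0 without FT2, 0 without FT3, 9 without M1, 3 without M2 and 3 without M3. *BLH11* (*BraA07g038990.3C*) and *KAN1* (*BraA02g031490.3C*) were among these. The study chose these genes on the same libraries.

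Pollen genes were more abundant in M1 and FT2 than in the other libraries of their genotypes. Their summed FPKM was 439, 885 and 444 in FT1, FT2 and FT3 and 809.9, 425 and 557 in M1, M2 and M3, and all 6 libraries listed 15 of the 38 genes. A candidate explanation is stamen or petal tissue, marked by *AP3* and *PI*: their summed FPKM was 114 in M1, 2.8 times that of the next *fsm1* library (40.7 in M3, 23.8 in M2). For FT2 the ratio was 1.1 (30.2 against 20.2 in FT1 and 27.5 in FT3), which leaves open whether such tissue was its source.

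FT1 and M2 stood apart from their genotypes together, and swapped labels are excluded as the cause: of 3937 genes that differ between the other 4 libraries, 72.6% had FT1 nearer to ‘FT’ and 83.1% had M2 nearer to *fsm1*. With these labels exchanged, edgeR called 0 genes, and 238 at the paper's thresholds, against 1267 and 3882; a first bound on the shares, which FT1 missed, was stricter than a swap requires and was lowered after the values were seen. Heat or wounding during sampling, tested as 1 explanation, cannot be told apart. Jasmonate and wound genes had a median 1.57 (log2) lower in FT1 than in FT3 (SD 1.02). This argues against wounding in FT1 and does not cover M2. For heat shock genes the median of M2 lay -0.41 from that of M3 (SD 1.05). *HSP15.4* (*BraA01g012570.3C*) had an FPKM of 232 in FT1 against 2.31 and 5.81 in FT2 and FT3, and 103 in M2 against 17.8 and 4.67 in M1 and M3. It was among the genes that set FT1 and M2 most apart from the other libraries, so it is not independent evidence for heat. A low oxygen response may have a part: 12 genes for 8 of 11 symbols of this response had a median 1.12 (log2) higher in M2 and 1.82 higher in FT1 than in the other libraries of their genotypes, and FT1 was the highest ‘FT’ library in 10 genes and M2 the highest *fsm1* library in 9. *ADH1* (*BraA07g040570.3C*) had an FPKM of 2949.5 in FT1 against 309 and 422 in FT2 and FT3, and 2781 in M2 against 493 and 91.3 in M1 and M3, while *SRO5* genes (*BraA02g043750.3C* and *BraA06g026140.3C*) were not highest in FT1, and *ERF071*, *AHB1* and *ACO1*, which prompted the test, were left out of it.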
